# Rab7 inhibitor enhances stem cell differentiation into keratinocyte-like cells with anti-inflammatory properties

**DOI:** 10.3389/fimmu.2025.1503007

**Published:** 2025-05-26

**Authors:** Raghad Alghazali, Mouna Tabebi, Moustafa Elmasry, Ahmed El-Serafi

**Keywords:** regenerative medicine, wound healing, stem Cells, CID-1067700, Rab7, differentiation, Ras pathway, skin

## Abstract

Management of difficult-to-heal skin wounds presents a significant clinical challenge, particularly when associated with inflammatory skin disorders. The differentiation of stem cells into keratinocyte-like cells has been explored as a potential regenerative therapy. Ras-related protein (Rab) 7, a key regulator of membrane trafficking, influences the activity of several growth factors. In this study, the competitive Rab7 inhibitor, CID-1067700, was investigated for the differentiation of adipose-derived stem cell into keratinocyte-like cells. This treatment upregulated several epidermal markers, including P63, cytokeratin 5 and 14 and filaggrin, while downregulated the stem cell marker, vimentin. Microarray data showed upregulation of the anti-inflammatory gene HMOX-1, coupled with the downregulation of various inflammation-related pathways, such as TNF, chemokine, AGE-RAGE and IL-17 signalling cascades, as well as cytokine-cytokine receptor interaction pathways. Gene set enrichment analysis predicted Ehmt2, an epigenetic regulator, to be the top activated upstream regulator, enhancing the transcriptional activity. Protein array analysis showed reduced secretion of several inflammatory cytokines, including IL-1α, IL-8, IL-17A, and IL-32, while enhancing the secretion of the epidermal growth factor. Our findings provide preliminary evidence that CID-1067700, as an additive to the differentiation media, not only enhances stem cell differentiation into keratinocyte-like cells, but also improves their anti-inflammatory properties. These combined regenerative and anti-inflammatory properties may offer significant therapeutic potential for patients with chronic skin wounds, particularly those with underlying inflammatory conditions.

## 1 Introduction

The skin functions as a multi-layered barrier against environmental hazards and plays a crucial role in various physiological processes, including thermoregulation and vitamin D synthesis. Despite its remarkable regenerative capacity, the skin remains vulnerable to injury and disease, with chronic skin wounds representing a significant clinical challenge. These wounds deviate from the normal healing process, persist in the inflammatory phase and fail to heal within the typical timeframe of three months (1). The impaired healing observed in chronic wounds is primarily attributed to dysregulated inflammatory responses, characterized by an imbalance between pro- inflammatory and anti-inflammatory cytokines (2). Furthermore, elevated levels of reactive oxygen species (3) and proteases (4) exacerbate cellular damage and degrade extracellular matrix, thereby further impeding the wound healing process.

Chronic wounds are frequently associated with an underlying condition, such as diabetes, venous insufficiency, and arterial insufficiency (5, 6). Notably, over 20% of chronic wounds exhibit inflammatory or autoimmune components, complicating wound management and significantly increasing patient morbidity. This leads to doubling of the failure rate for standard wound management procedures (7). Systemic autoimmune diseases are frequently associated with lower leg ulcers, which further challenges the therapeutic interventions and prolongs the healing process. For example, rheumatoid arthritis is linked with leg ulcers in more than 26% of the patients on long-term follow-up (8). Similarly, scleroderma is associated with lower leg ulcers in 4% of patients, with 70% presented bilaterally (9). In cases of pyoderma gangrenosum, surgical intervention can exacerbate skin wounds associated with ruptured bullae (7). The classical treatment for these conditions is long-term corticosteroids, which are known to impair skin wound healing (10).

In developed nations, the prevalence of chronic wounds ranges from 1% to 2% of the general population, with incidence rates exceeding 5% among the elderly (11). The economic burden of chronic wounds is substantial, with healthcare expenditures exceeding €16.8 billion in Germany, SEK 23 billion in Sweden, £8.8 billion in the UK, and $145 billion in US (12–14). Moreover, these wounds profoundly impact the patients’ quality of life, causing chronic pain, depression, anxiety, and social isolation (1).

Traditional treatments for chronic wounds, such as skin grafts, often prove insufficient and may result in complications at the donor site (15). The advancements in biomaterial production have led the development of novel wound dressings which can offer help for some patients. Unfortunately, there are challenges associated with these dressings, including incorporation in the wound, hypersensitivity to animal-derived components, cost and availability (16). Stem cell-based therapy has emerged as a promising approach in wound repair, offering anti-inflammatory properties and an ability to accelerate the healing process (17). Adipose-derived stem cells (ASCs) demonstrate significant potential for treating inflammatory and autoimmune skin conditions due to their anti-inflammatory paracrine secretion and regenerative capabilities (18). The therapeutic potential of ASCs in managing chronic wounds is particularly noteworthy. Studies have shown ASCs ability to transdifferentiate into various cell lineages, including keratinocyte-like cells (KLCs) *in vitro* (19–21). Cellular differentiation is known to induce dynamic changes in gene expression, protein secretion, and physical properties, including membrane trafficking. The latter has emerged as a critical regulator governing stem cell differentiation and fate acquisition, mediated through pivotal signalling pathways (22). Ras-related protein 7 (Rab7) is a master regulator of membrane trafficking and plays essential roles in endosome maturation, vesicle transport from early to late endosome, lysosome biogenesis, and autophagy via its GTPase activity (23, 24). Thus, Rab7 influences the activity, localization, and degradation of signalling receptors and ligands involved in key developmental pathways, including fibroblast growth factor (25), epidermal growth factor (26), and ligands from the Wnt (27), Notch (28) and Hedgehog (29) pathways. Interestingly, Rab7 influences various signalling pathways that are activated during inflammation. For instance, it can affect the NF-κB pathway, which is a key regulator of inflammatory responses (30).

Our unpublished data identified Rab GDP dissociation inhibitor alpha as a key secretion by keratinocytes that could be responsible for enhancing the differentiation of ASCs into KLCs. As Rab7 is a known target for this inhibitor, we hypothesized that inhibiting Rab7 with a small molecule could enhance the differentiation of ASCs into KLCs. Thus, this study aimed to investigate the molecular mechanisms underlying Rab7-mediated stem cell differentiation into keratinocyte-like cells, through comprehensive molecular analyses as well as protein profiling. We hypothesized that Rab7 inhibition enhances ASC differentiation into KLCs with anti-inflammatory properties via altered membrane trafficking.

## 2 Materials and methods

### 2.1 Cell culture

The adipose-derived mesenchymal stem cell (ASCs) line, ASC52telo (SCRC-4000, ATCC) immortalized with human telomerase reverse transcriptase (hTERT), were selected for their consistent stem cell properties and reproducibility. This cell line is widely used in literature for modelling primary stem cells and showed comparable findings to primary cells in terms of biology, metabolism, differentiation and even gene expression pattern (21, 31–33). ASCs were expanded in Dulbecco’s Modified Eagle Medium (DMEM; Thermo Fisher, Cat. 31885049) supplemented with 10% fetal bovine serum (FBS, Thermo Fisher, Cat. 10500064) and 1% penicillin/streptomycin, in a humidified incubator at 37°C with 5% CO₂.

### 2.2 Cell viability assay

The cytotoxicity of CID-106770 (Sigma-Aldrich, Cat. SML0545) was examined using the 3-(4,5-Dimethylthiazol-2-yl)-2,5-Diphenyltetrazolium Bromide (MTT) assay. Briefly, 3 × 10^3^ cells in 200 μl of DMEM were seeded onto 96-well culture plates and the concentrations of 0, 20, 40, 60, 80, and 100 μM of CID-106770 were applied for 24 or 72 hours. A vehicle control of cells treated with 0.1% DMSO (Sigma-Aldrich, Cat. 472301) were also included in the experiment. The MTT solution (5 mg/ml; Sigma-Aldrich, Cat No. M5655) was added to each well, and the cells were incubated at 37°C for 4 hours. The formazan crystals were dissolved in 200 μl DMSO, and the absorbance was measured at 570 nm (Spectra Max plus 384, Molecular Devices). The normalized absorbance of each treatment was divided by the absorbance of untreated cells to calculate the fold change of cell survival relative to untreated control.

### 2.3 Cell differentiation and treatment

To induce the differentiation of ASCs into KLCs, the cells were cultured in a differentiation media (DM) consisted of EpiLife™ Medium (ThermoFisher, Cat. MEPI500CA) supplemented with EpiLife™ Defined Growth Supplement (EDGS, ThermoFisher, Cat. S0125) and 1% penicillin/streptomycin, along with previously published differentiation-inducing additives summarized in **Table 1** (34). The cells were cultured on 2 μg/cm² of collagen type I from rat tail (Fisher Scientific, Cat. 10114532). The study included three experimental groups: a control group with cells cultured in DM, a vehicle control group with cells treated with DM and 0.1% DMSO, and a treatment group that received DM and Rab7 inhibitor, CID-1067700 at 40 μM. The differentiation media, along with the respective additives, was changed twice weekly, for ten days (**Figure 1**).

**Table 1:** The differentiation-promoting additives used in this study.

Component	Concentration	Provider/Cat. number
Human Recombinant BMP-4 (BMP-4)	0.5 nM	STEMCELL Technologies, Cat. 78211
Human recombinant epidermal growth factor (EGF)	3.2 nM	STEMCELL Technologies, Cat. 78006.1
Ascorbic acid 2-phosphate (Asc-2-P)	0.3 mM	Sigma-Aldrich, Cat. A5960
Hydrocortisone (HC)	1.38 µM	Sigma-Aldrich, Cat. H4001
All-trans retinoic acid (ATRA)	5 nM	Sigma-Aldrich, Cat. R2625

**Figure 1:**
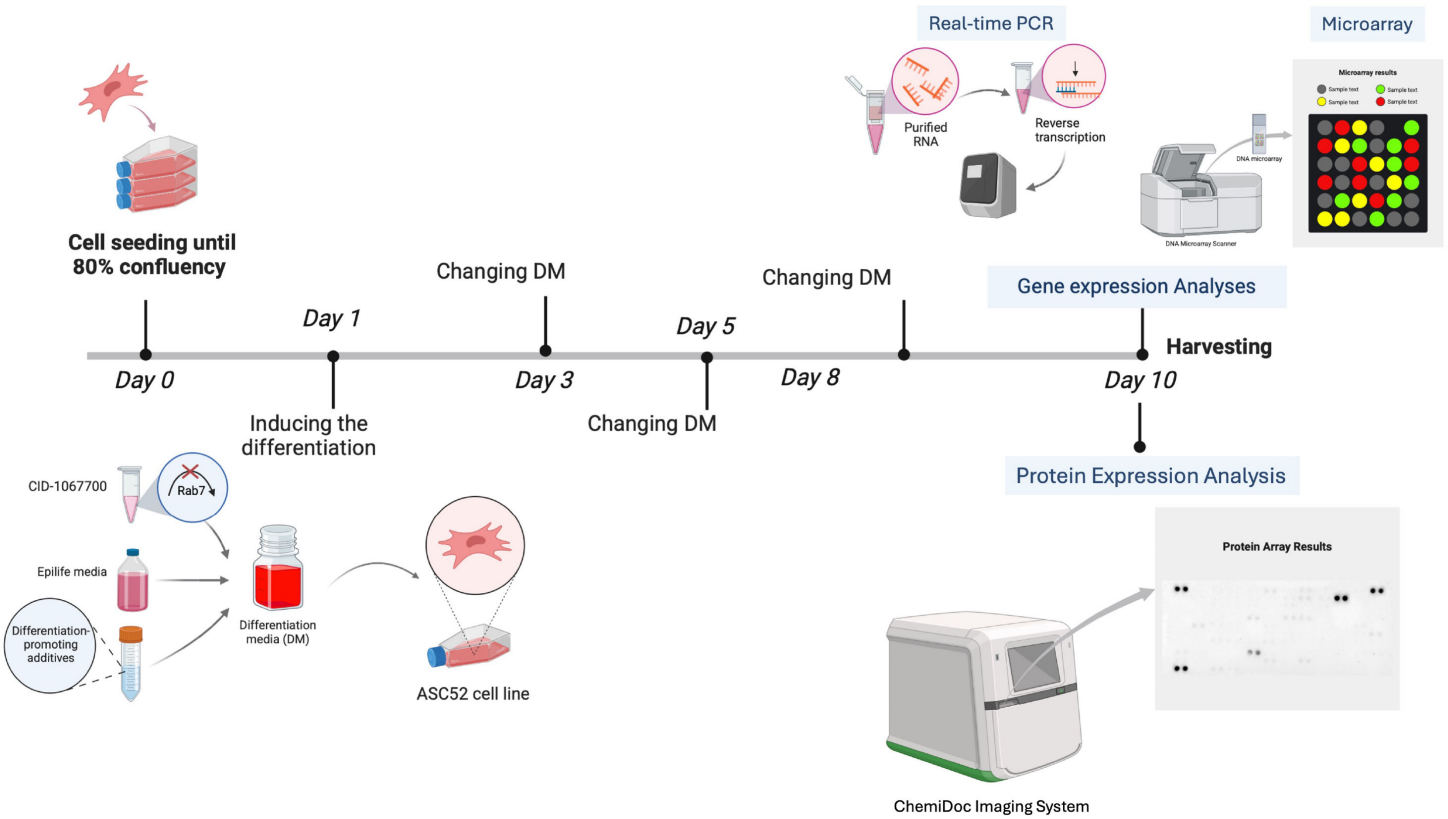
A simplified illustration of the experimental design. Figure created with BioRender.com.

### 2.4 Gene expression analysis

#### 2.4.1 RNA extraction

Total RNA was extracted using the RNeasy Plus Mini kit (Qiagen, Cat. 74134), according to the manufacturer’s instructions. RNA was quantified using a Nanodrop spectrophotometer (ThermoFisher, Cat. 701-058112) and reverse transcribed with the Maxima™ First Strand cDNA Synthesis Kit (ThermoFisher, Cat. K1642).

#### 2.4.2 Microarray analysis

RNA samples were assessed for size and integrity using the Agilent 2100 Bioanalyzer (Agilent Technologies). Samples with RNA Integrity Number (RIN) ≥ 9.6 were hybridized with the Human Clariom™ S microarray kit (Thermo Fisher Scientific, Cat. 902926), following the manufacturer’s recommended protocol. Post-hybridization, the arrays were washed and stained using the GeneChip™ Expression Wash, Stain, and Scan Kit (Thermo Fisher Scientific, Cat. 900720) and the GeneChiptm Fluidics Station 450 (Thermo Fisher Scientific) to remove non-specific binding and enhance signal detection. Subsequently, the arrays were scanned with the GeneChip Scanner 3000 7G (Affymetrix, Santa Clara). Data pre-processing, quality control, and the calculation of log2 fold-changes between sample expression values were performed using the Transcriptome Analysis Console Software (Affymetrix). Differentially expressed genes (DEGs) were identified based on a log2 fold change value |FC| of ≥ 1.5 and an adjusted false discovery rate (FDR) p-value < 0.05.

#### 2.4.3 Bioinformatic analysis

Pathway enrichment analysis was conducted on all statistically significant DEGs using iPathwayGuide™ (Advaita Bioinformatics, MI, USA). The gene interactions and pathways were computed with reference to the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database (www.genome.jp/kegg). In addition to pathway enrichment analysis, the most significantly enriched gene ontology (GO) biological processes associated with DEGs were evaluated using the iPathwayGuide software. Only differentially expressed genes exhibiting a fold change of ≥ |1.5| and a false discovery rate (FDR) of ≤0.05 were included in the analysis.

#### 2.4.4 Real-time Polymerase chain reaction

Real-time polymerase chain reaction (qPCR) was performed using the 7500 Real-Time PCR System (Applied Biosystems, Cat. 4351104) and the PowerUp™ SYBR™ Green Master Mix (Fisher Scientific, Cat. 15390929), following the manufacturer’s instructions. The primer sequences are listed in **Table 2**. The following thermal cycling conditions were used: UDG (uracil-DNA glycosylase) activation at 50°C for 2 minutes, polymerase activation at 95°C for 2 minutes, followed by 40 cycles of denaturation at 95°C for 3 seconds and annealing/extension at 60°C for 30 seconds. Gene expression levels were normalized to *GAPDH* and calculated relative to the control group using the 2^-∆∆Cq^ method.

**Table 2:** List of primer sequences used in this study.

Gene	Accession number	Fwd Primer (5´➔3´)	Tm	Rev Primer (3´➔5´)	Tm
*ITGB8*	NM_002214	CAGCACTGTGTCAATTCAAAGG	62.5	GCAGGCTGTATAACAGGTGGG	65.1
*MGP*	NM_000900	TTTGTGTTATGAATCACATGAAAGC	61.3	GAGCGTTCTCGGATCCTCT	63.1
*HMOX-1*	NM_002133	GTGCCACCAAGTTCAAGCAG	64.2	GCAACTCCTCAAAGAGCTGGA	64.7
*COL1A1*	NM_000088	GCCAAGACGAAGACATCCCA	64.5	CCACACGTCTCGGTCATGG	64.7
*COL8A1*	NM_001850	ATCACAGCCCTTCCCCGAT	65.6	AACGTGTGAGCTCCCTTGAG	64.4
*FGF7*	NM_002009	AGGGACCCAAGAGATGAAG	60.7	TGATTGCCACAATTCCA	56.3
*VCAM1*	NM_080682	GTCTCCAATCTGAGCAGCAA	62.4	TGGGAAAAACAGAAAAGAGGTG	61.5
*CK5*	NM_000424.4	CAGAGCCACCTTCTGCGTCCTG	69.3	GCTGAAGCTACGACTGCCC	65.0
*CK14*	NM_000526.5	CCTCCTCCAGCCGCCAAATCC	69.6	TTGGTGCGAAGGACCTGCTCG	69.2
*Filaggrin*	NM_002016.2	TGAAGCCTATGACACCACTGA	63.4	TCCCCTACGCTTTCTTGTCCT	65.4
*Vimentin*	NM_003380.5	AAGACACTATTGGCCGCCTG	64.8	GGCAGAGAAATCCTGCTCTC	62.5
*GAPDH*	NM_001357943.2	CCTGCACCACCAACTGCTTA	65.0	GGCCATCCACAGTCTTCTGAG	64.7

### 2.5 Proteome profiling

Cell culture supernatant was collected on day 10 of differentiation. The differential protein expression between the control and treatment group was assessed using the Proteome Profiler™ Human XL Cytokine Array (R&D Systems, Cat. ARY022B), according to the manufacturer’s protocol. Briefly, the array membranes were incubated with the blocking buffer for one hour on a rocking platform, followed by overnight incubation at 4°C with 500 μL of cell culture supernatant. The arrays were then incubated with a cocktail of biotinylated detection antibodies for one hour, followed by chemiluminescent detection using Streptavidin-HRP. The membranes were imaged using the ChemiDoc™ MP imaging system (Bio-Rad, Cat. 12003154), and the pixel intensities were analysed using Fiji (35).

### 2.6 Surface protein characterization

Immunofluorescence staining was conducted to assess the differentiation of ASCs into KLCs based on their expression of epithelial differentiation markers. The cells were fixed with 4% ice-cold methanol for 20 minutes and permeabilized using 0.5% Triton X-100 for 15 minutes. Nonspecific binding was blocked using 3% bovine serum albumin (Sigma-Aldrich, Cat. A9418). The cells were incubated with the primary antibodies (listed in **Table 3**) overnight at 4°C and with the fluorescently labelled secondary antibodies for one hour at room temperature. Nuclear counterstaining was performed using NucBlue™ Fixed Cell ReadyProbes™ Reagent (DAPI, Fisher Scientific, Cat. R37606) for 2 minutes, followed by rinsing with PBS. The cells were visualized at 20x magnification using a fluorescent inverted microscope (DMi8, Leica), and image analysis was conducted using Fiji (35) by dividing the fluorescence intensity of positive cells by the total number of cells. Data are reported as a fold change in fluorescence intensity unit per cell (FU/cell) and relative to the cells treated with differentiation media only.

**Table 3:** List of the antibodies used for the immunofluorescence staining.

Antibody	Dilution factor	Company/Cat. number
Rabbit anti-Cytokeratin 5 [EP1601Y]	1:100	Abcam, ab52635
Mouse anti-Cytokeratin 14 [LL002]	1:500	Abcam, ab7800
Rabbit Anti-Filaggrin antibody	1:500	Abcam, ab81468
Goat Anti Rabbit IgG H&L (Alexa Fluor 488)	1:500	Abcam, ab150077
Goat anti Mouse IgG (H+L) Secondary Antibody (Alexa Fluor 647)	1:1000	Invitrogen, A-21235
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody (FITC)	1:50	Invitrogen, F2765

### 2.7 Statistical analysis

The data are presented as mean ± standard deviation (SD) of at least three experimental replicates, unless stated otherwise. Statistical analysis was conducted using IBM SPSS Statistics software, version 29. Statistical differences were determined by independent samples t-test or one-way analysis of variance (ANOVA), followed by Tukey’s *post hoc* test for cases with equal variance or Dunnett’s T3 test for cases with unequal variance. The homogeneity of variances was confirmed using Levene’s Test. p-value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 CID-106770 did not affect the cell viability at the studied concentrations

The potential cytotoxic effect of CID-106770 on ASCs viability was evaluated after 24-hour and 72-hour. None of the tested concentrations (20, 40, 60, 80, and 100 μM) of CID-106770 or the vehicle control (0.1% DMSO) exhibited a significant cytotoxic effect on ASCs cell viability when compared to untreated cells (**Figure 2A**). CID-1067700 was selected at 40 μM for further experiments as this concentration was demonstrated in literature to efficiently inhibit Rab7 activity, while maintaining cell viability and minimizing cytotoxicity (36–38).

**Figure 2:**
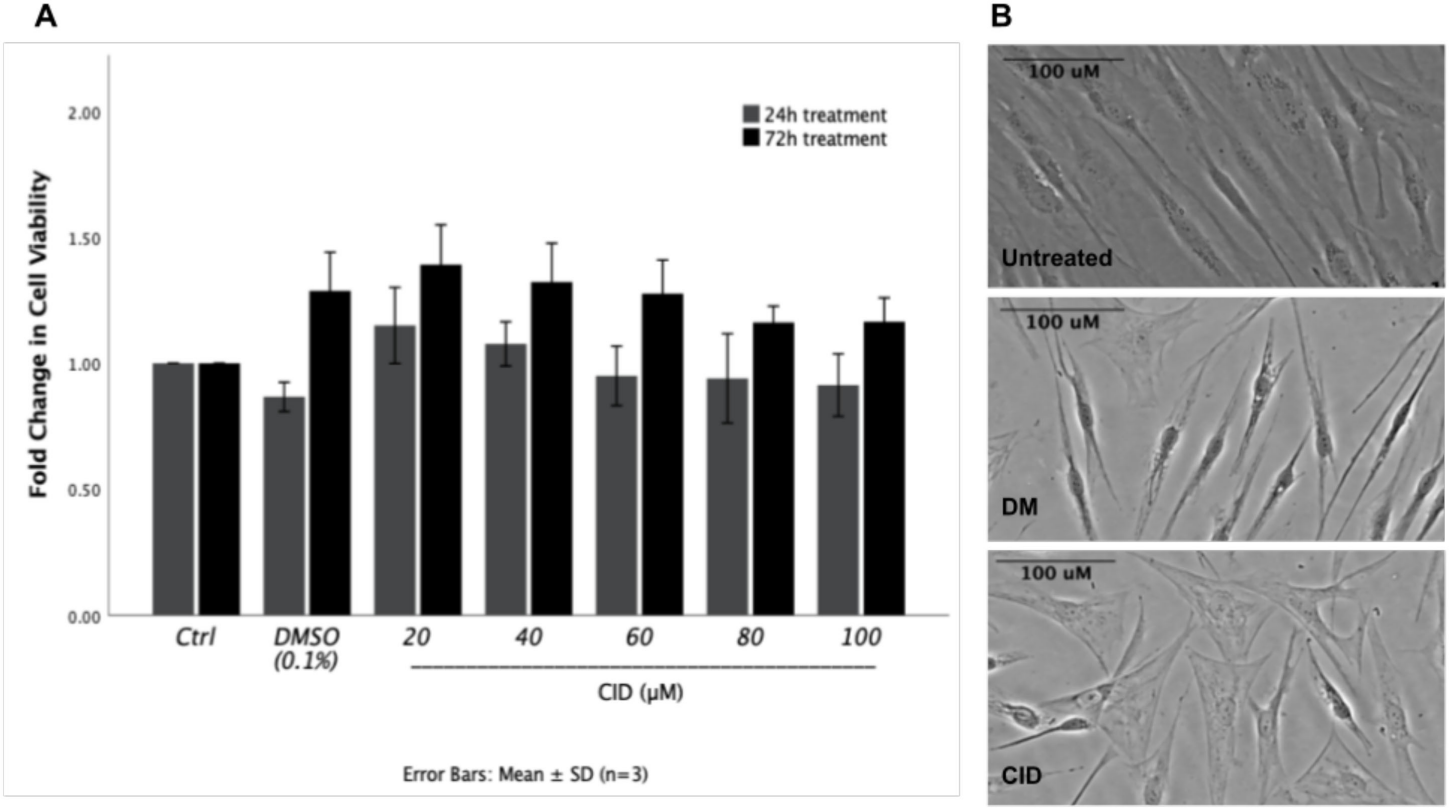
Effect of Rab7 inhibition on the viability and morphology of ASCs. **(A)** Viability of ASCs after treatment with different concentrations of CID-1067700 at 24 and 72 hours. No significant changes in cell viability were observed. **(B)** Representative bright-field images illustrating the morphological changes in ASCs after 10 days of treatment with differentiation media (DM) with and without 40 μM CID-1067700, in comparison to undifferentiated ASCs. Scale bars = 100 μm.

### 3.2 ASCs change of morphology upon treatment

Morphological changes were observed in ASCs after 10 days of treatment with differentiation media supplemented with CID-1067700. Untreated ASCs displayed typical fibroblast-like morphological characteristics. However, after 10 days of differentiation, cells treated with CID-1067700 showed high number of flattened cells (**Figure 2B**).

### 3.3 Rab7 inhibitor induced transcriptomic changes in ASCs

Microarray gene expression profiling was conducted to elucidate the genes and regulatory pathways influenced by Rab7 inhibition in ASCs. 

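The transcriptomic profiles come from ASC52telo, an adipose-derived stem cell line kept dividing by telomerase, at day 10 of differentiation. CID-1067700 (CID) is a small molecule that competes with nucleotides for binding to Rab7, a GTPase of late endosomes and lysosomes. Total RNA was measured on 9 Clariom S Human arrays, of which 3 were from ASCs treated with DM, 3 from ASCs treated with DM and 0.1% DMSO as the vehicle, and 3 from ASCs treated with DM and 40 μM CID. RAB7A, the gene of the targeted GTPase, had a log2 value of 16.20 ± 0.07 (SD, n = 3) with DM, 16.28 ± 0.075 with DMSO and 16.35 ± 0.055 with CID. Its log2 fold change for CID against DM was 0.15 (SE 0.11, adjusted p = 0.612 from limma with Benjamini-Hochberg adjustment).
The submitters describe the 3 samples of each group as biological replicates but do not say whether they were separate cultures, so that p-values measure only the spread between these samples, which may be technical. The paper's text does not state whether the wells with CID held the same share of DMSO as the vehicle group, and the paper and the sample labels differ on how often the medium was changed. The authors made the values with the robust multi-array average (RMA) in Transcriptome Analysis Console, which corrects the background, brings the arrays to 1 distribution and combines the probes of each probe set on the log2 scale. The version, and whether the signal space transformation was used with it, are not given in the sources used here. The median log2 value of an array lay between 7.06 and 7.14. The number of arrays limits the precision, and pairs of arrays of a group had a Pearson correlation across probe sets, which are not independent replicates, of 0.994 to 0.995. Of 21448 probe sets, 17709 carried 1 gene symbol in the platform annotation, 0 carried several and 3739 carried none, which left 17687 named genes. Group means were fitted in limma over all 9 arrays together, and genes at an adjusted p under 0.05 with a linear fold change of at least 1.5 are called DEGs here. The methods give the fold threshold once as a log2 fold change and once as a fold change, and the latter was used.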

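ASCs treated with DMSO differed from ASCs treated with DM in 1 DEG. SGIP1, which encodes an adaptor of clathrin-mediated endocytosis, had a log2 value of 8.14 ± 0.18 (SD, n = 3) with DM, 6.67 ± 0.18 with DMSO and 7.21 ± 0.045 with CID. Its log2 fold change for DMSO against DM was -1.46 (SE 0.13, adjusted p = 0.00796 from limma with Benjamini-Hochberg adjustment). MGP, an inhibitor of tissue calcification, had a log2 fold change for DMSO against DM of 0.34 (adjusted p = 0.888 from the same test). SAA1, an acute phase protein, and HMOX1, which degrades heme, had values of 0.16 (adjusted p = 0.890) and 0.01 (adjusted p = 0.997). Of 43 gene lists tested with camera, 4 were lower and 7 were higher with DMSO than with DM at the preset correlation, and 0 passed with an estimated correlation. The p53 target genes were lower (median log2 fold change -0.18, adjusted p = 1.91e-05, and adjusted p = 0.209 with an estimated correlation). The extracellular matrix glycoproteins and proteoglycans were higher (median 0.12, adjusted p = 0.00199, and adjusted p = 0.292 with an estimated correlation).
In a PCA of the centred log2 values of all probe sets, PC1 held 27.4% of the variance. The mean score on PC1 was -9.81 ± 0.858 (SD, n = 3) for DM, -15.9 ± 4.03 for DMSO and 25.7 ± 3.23 for CID. The groups did not overlap on PC1, with a two-sided exact permutation p of 0.1 for each pair of groups, the smallest that 3 arrays against 3 allow. On PC2, with 14.3% of the variance, the array DM 2 stood apart at -31.7. The mean Euclidean distance between arrays was 49.5 for DM to DMSO, 56.2 for CID to DM, 58.0 for CID to DMSO and 47.8 within groups. The distance from DM to DMSO was 1.03 times that within groups, the largest of the 10 splits of these 6 arrays (exact p = 0.1). The first branch of a hierarchical tree of the arrays parted CID from the rest.
The SGIP1 call was lost without DM 1, DM 2, DMSO 1 or DMSO 2, which left 0 DEGs, and eBayes with a trended and robust prior gave 5 DEGs. At an unadjusted p under 0.05, 1496 of 21448 probe sets passed limma's test for DMSO against DM, where about 1072 would pass with no difference.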

Principal Component Analysis (PCA) (**Figure 3A**) and Heatmap analysis (**Supplementary Figure S1**) of the transcriptomic profiles revealed that the vehicle group (DMSO) and the differentiation media control group (DM) were clustered together, indicating a negligible effect of the vehicle. Therefore, subsequent analyses focused on comparing the differences between CID-treated ASCs and those treated with DM. 

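Of the 289 DEGs of CID against DM, 231 were also DEGs of CID against DMSO, 56 higher and 175 lower in both, and 0 went in opposite directions. TNC, an extracellular matrix glycoprotein, and SAA1 had log2 fold changes for CID against DMSO of -3.62 (adjusted p = 5.84e-06) and -3.39 (adjusted p = 5.84e-06), from limma with Benjamini-Hochberg adjustment. HMOX1 and PDK4, a kinase that turns off pyruvate dehydrogenase, had values of 3.01 (adjusted p = 0.00137) and 2.26 (adjusted p = 3.34e-04) from the same test. The chemokine ligands CXCL8, CXCL3 and CCL2, which attract leukocytes, were DEGs against DM only, with values against DMSO of -0.83 (adjusted p = 0.0811), -0.51 (adjusted p = 0.217) and -0.70 (adjusted p = 0.157). CXCL5, another such ligand, had -0.54 (adjusted p = 0.0435), below the fold threshold. AKR1C2, an aldo-keto reductase, was a DEG against DMSO only, with 1.84 (adjusted p = 0.00685), and had 1.29 (adjusted p = 0.0550) against DM. None of these 5 genes was shown to differ between the vehicle and DM themselves, with adjusted p-values of 0.677, 0.601, 0.735, 0.472 and 0.754 for DMSO against DM from the same test, in the same order.
CID against DMSO gave 517 DEGs, 143 higher and 374 lower, with a count of 304 without CID 1, 341 without CID 2, 264 without CID 3, 287 without DMSO 2 and 266 without DMSO 3. With no effect of either comparison, 100 simulations gave 0 shared DEGs, and independent lists of these sizes would share 0.540 higher and 3.63 lower genes. The simulations leave out the effects of CID, and the independent lists leave out that both comparisons use the same CID arrays, so that neither is the number to be expected without a shared effect, and part of the 231 may come from these arrays. The covariance of the log2 fold changes across probe sets was 0.0599, against 0.0150 in the simulations, in which both comparisons share the CID arrays as they do here. The CXCL8, CXCL3 and CCL2 calls against DM were each lost without at least 1 array: CXCL8 without DM 1 or CID 3 (highest adjusted p = 0.0609), CXCL3 without DM 1, CID 1 or CID 2 (0.0612) and CCL2 without DM 2, DM 3, CID 1, CID 2 or CID 3 (0.127). From the place of the vehicle group beside the DM group in the PCA and the heatmap, the paper concludes that the effect of the vehicle was negligible, and it therefore takes DM as the reference for CID.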

Out of 21,448 studied genes,134 DEGs were identified in ASCs treated with CID versus DM (**Supplementary Table 1**). Among these DEGs, 107 were downregulated and 27 were upregulated (**Figure 3B**).

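Treatment with CID against DM gave 289 DEGs among 21448 probe sets, of which 266 carried a gene name, 129 differed at least 2-fold and 15 at least 4-fold. SAA1, an acute phase protein, had a log2 value of 13.19 ± 0.11 (SD, n = 3) with DM and 9.96 ± 0.04 with CID, which is 9.40-fold lower (log2 fold change -3.23, SE 0.17, adjusted p = 7.66e-06 from limma with Benjamini-Hochberg adjustment). TNC, which encodes the matrix glycoprotein tenascin C, fell 8.53-fold (log2 fold change -3.09, adjusted p = 2.26e-05 from the same test). CLEC3B, a plasminogen-binding lectin, and PRG4, the lubricant of joint surfaces, had log2 fold changes of -2.89 (adjusted p = 2.11e-04) and -2.08 (adjusted p = 0.00463). With MGP, OTOGL, IL1RL1, VCAM1, XPNPEP2, RERG, CXCL1 and ITGB8, these made up the 12 named genes with the lowest log2 fold changes. Each of the 12 was a DEG in all 6 fits that left out 1 array of CID or DM. The 23 DEGs without a gene name were not ranked. SAA2, with the paper's fold change of -9.86, is not named here.
Of 56 measured genes of extracellular matrix glycoproteins and proteoglycans, 14 fell, 2 rose and 40 did not pass the test (19 lower and 6 higher when adjusted over the list alone). The genes that fell include MGP, TNC, CLEC3B, PRG4 and SPARC, a collagen-binding protein with a log2 fold change of -0.82 (adjusted p = 0.00957). The 2 that rose were FBLN1, which encodes fibulin 1, at 0.66 (adjusted p = 0.0301), and THBS2, which encodes thrombospondin 2 and was named after its values were seen, at 0.73 (adjusted p = 0.0396). The median log2 fold change of the list was -0.42 (camera adjusted p = 4.33e-13, and adjusted p = 0.0389 with an estimated correlation). The fold changes of Supplementary Table 1, from these arrays, had been seen when the list was written, so that these p-values are not independent evidence.
The THBS2 call was lost without any 1 of the 6 DM and CID arrays (highest adjusted p = 0.129) and the FBLN1 call without DM 1, DM 2, CID 1, CID 2 or CID 3 (0.114). The count of DEGs was 142 without DM 1, 178 without DM 3, 137 without CID 1, 154 without CID 2 and 154 without CID 3, and 40 where the fold threshold was taken as a log2 fold change of 1.5.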

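Of the DEGs of CID against DM, 208 were downregulated (72.0%) and 81 were upregulated. HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, rose 8.11-fold (log2 fold change 3.02, SE 0.34, adjusted p = 0.00192 from limma with Benjamini-Hochberg adjustment). PDK4, a kinase that turns off pyruvate dehydrogenase, rose 3.50-fold (log2 fold change 1.81, SE 0.19, adjusted p = 0.00151 from the same test). PLIN2, a coat protein of lipid droplets, and CDK15, a cyclin-dependent kinase, had log2 fold changes of 1.46 (adjusted p = 0.00251) and 1.78 (adjusted p = 0.00251). AKR1C3, an aldo-keto reductase, and DPP4, a cell surface peptidase, had values of 1.29 (adjusted p = 0.0128) and 1.24 (adjusted p = 0.00487). These 6 genes were DEGs in all 6 fits that left out 1 array of CID or DM. BDKRB2, the receptor of bradykinin, and KCNQ3, a potassium channel subunit, had 1.47 (adjusted p = 0.0198) and 1.26 (adjusted p = 0.0141), and STON2, an endocytic sorting adaptor, and RARB, a retinoic acid receptor, had 1.28 (adjusted p = 0.0141) and 1.16 (adjusted p = 0.0446). AKR1C1, another aldo-keto reductase, had 1.44 (adjusted p = 0.0232). The call of BDKRB2 was lost without DM 1, CID 1 or CID 3 (highest adjusted p = 0.0880), of KCNQ3 without DM 1, CID 2 or CID 3 (0.0703), of STON2 without DM 3, CID 2 or CID 3 (0.0637), of RARB without DM 1, DM 3, CID 1, CID 2 or CID 3 (0.149) and of AKR1C1 without DM 1, DM 2, DM 3, CID 1 or CID 3 (0.0994).
Of 40 measured NRF2 target genes, which answer oxidative stress, 8 rose, 1 fell and 31 did not pass the test (12 higher and 1 lower when adjusted over the list alone). HMOX1 and AKR1C3 were among those that rose, with SQSTM1, an autophagy receptor, at 0.90 (adjusted p = 0.0142), and the 1 that fell was ABCC2, an export pump for conjugated compounds, at -1.33 (adjusted p = 0.0169). The NRF2 list had a median log2 fold change of 0.23 (camera adjusted p = 5.14e-06, and adjusted p = 0.246 with an estimated correlation). Of 37 measured PPAR target genes and genes of lipid storage, 4 rose, 0 fell and 33 did not pass the test (6 higher and 1 lower when adjusted over the list alone, and 12 higher and 1 lower at an unadjusted p under 0.05). The 4 that rose were PDK4, PLIN2, GPAT3, an enzyme of triglyceride synthesis, at 0.98 (adjusted p = 0.0128), and ANGPTL4, an inhibitor of lipoprotein lipase, at 0.73 (adjusted p = 0.0137). The median of the PPAR list was 0.23 (camera adjusted p = 1.09e-04, and adjusted p = 0.0622 with an estimated correlation). Both lists were written after the fold changes of Supplementary Table 1 had been seen and are not independent evidence.
The SQSTM1 call was lost without CID 1 (adjusted p = 0.0692), the ABCC2 call without DM 1, CID 2 or CID 3 (highest adjusted p = 0.0755), the GPAT3 call without DM 1, DM 3 or CID 3 (0.0625) and the ANGPTL4 call without DM 3, CID 2 or CID 3 (0.0609). Without DM 1, DM 2, DM 3, CID 1, CID 2 or CID 3, in that order, 40, 46, 45, 25, 30 and 43 genes rose and 102, 178, 133, 112, 124 and 111 fell.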

**Figure 3:**
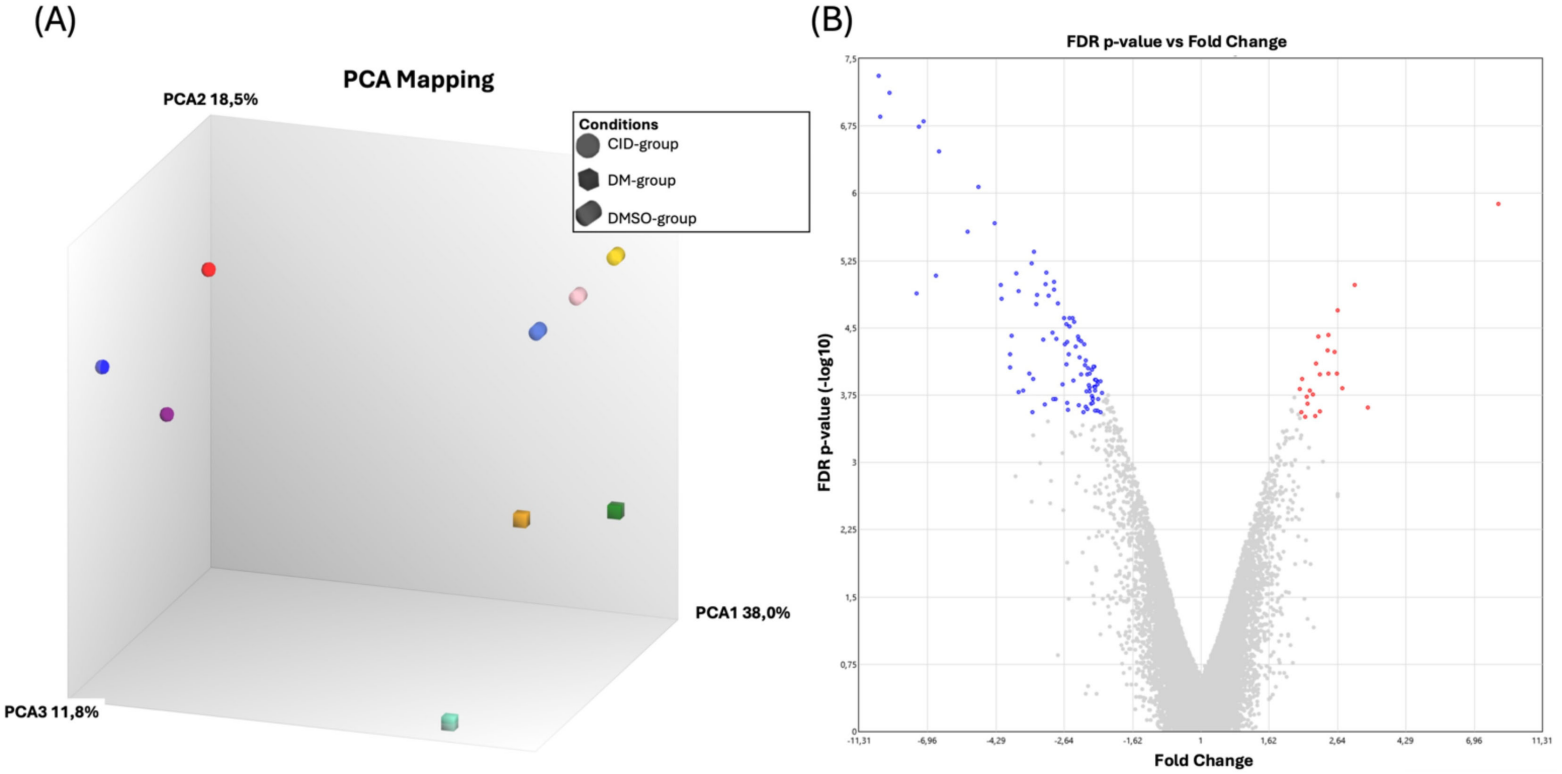
Rab7 inhibition leads to transcriptomic changes in ASCs. **(A)** Principal component analysis (PCA) of the transcriptomic profiles of cells treated as control (DM), with vehicle (DMSO), or with CID. PCA revealed clustering of the vehicle group with DM group, indicating a high degree of similarity between these two groups. **(B)** Volcano plot showed the differentially expressed genes (DEGs) in the CID-treated ASCs compared to those treated with DM. Downregulated genes are shown in blue, upregulated genes are in red, while insignificantly regulated genes are in grey.

### 3.4 Rab7 inhibition altered key signalling pathways and biological processes in ASCs

The identified DEGs were used as input for the iPathwayGuide software to determine significantly impacted pathways in response to CID-treatment. A total of 92 pathways were affected by CID treatment, encompassing: *Chemokine Signalling Pathway* with key genes such as *VCAM1, CXCL1*, and *CXCL8* showing differential expression. This pathway is crucial for regulating immune cell migration and inflammatory responses. 

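VCAM1, CXCL1 and CXCL8 fell with CID against DM. VCAM1, a cell surface receptor that binds leukocytes, had a log2 fold change of -2.63 (SE 0.32, adjusted p = 0.00306 from limma with Benjamini-Hochberg adjustment). CXCL1, a chemokine ligand that attracts neutrophils, had -2.19 (SE 0.33, adjusted p = 0.00871 from the same test). CXCL8, which encodes interleukin 8, had -1.40 (SE 0.22, adjusted p = 0.0119 from the same test). Of 162 measured members of a chemokine signalling list, written from memory after the KEGG pathway, 7 fell, 0 rose and 155 did not pass limma's test (8 lower when adjusted over the list alone, and 17 lower and 11 higher at an unadjusted p under 0.05). The 7 were the ligands CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL8 and CCL2, of 39 measured chemokine ligands, of which CXCL2 was named after its values were seen. VCAM1 is not a member of this list.

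**Figure D1:**
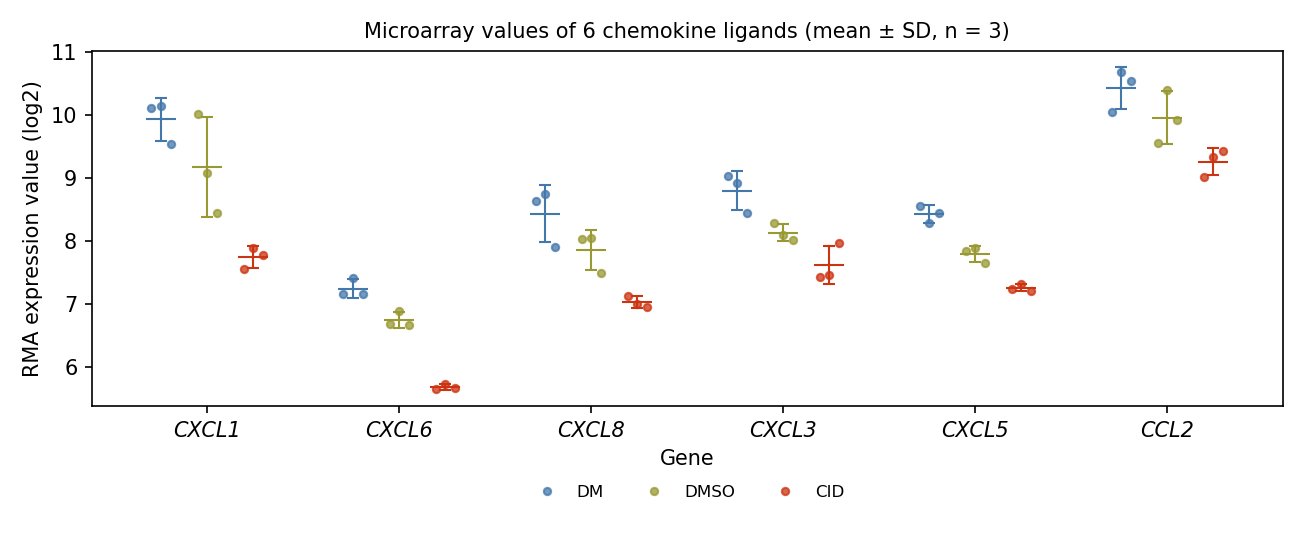
RMA expression values (log2, vertical axis) of 6 chemokine ligands on each array of DM, DMSO and CID (points), with the mean and SD of each group of 3 (bars). CXCL6 lies at 7.24 ± 0.15 with DM and 5.68 ± 0.047 with CID, and the DMSO means of the 6 ligands lie between those of DM and CID.

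The chemokine signalling list had a median log2 fold change of -0.022 (camera adjusted p = 0.325, and adjusted p = 0.448 with an estimated correlation). DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 0.0273 over 43 lists). Against DMSO, 3 members fell, CXCL1 and CXCL6 among them, and 1 rose (3 and 1 when adjusted over the list alone), and DEGs were not over-represented (adjusted p = 0.809). Whether the list differs between these comparisons was not tested. The paper picked this pathway on these arrays, so that the count is not independent evidence. With 1 array left out, some calls of these ligands were lost, that of CXCL8 without DM 1 or CID 3 (highest adjusted p = 0.0609), that of CXCL2 without DM 1, DM 2 or CID 3 (0.0711), that of CXCL3 without DM 1, CID 1 or CID 2 (0.0612) and that of CCL2 without DM 2, DM 3, CID 1, CID 2 or CID 3 (0.127).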

The *Viral Protein Interaction with Cytokine and Cytokine Receptor Pathway* also showed significant changes, with *PIK3R3*, *CCL2*, and *COL1A1* genes being differentially expressed, indicating potential implications in immune response modulation and viral pathogenesis. Additionally, the *TNF Signalling Pathway* was notably impacted, with key genes including *TNFSF10, CXCL6, and JAG1*. This suggests a possible role in inflammation and apoptosis. 

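CCL2 and COL1A1 fell with CID against DM. CCL2, a chemokine ligand that attracts monocytes, had a log2 value of 10.43 ± 0.34 (SD, n = 3) with DM and 9.26 ± 0.21 with CID (log2 fold change -1.17, SE 0.23, adjusted p = 0.0307 from limma with Benjamini-Hochberg adjustment). COL1A1, a chain of type I collagen, fell 2.20-fold (log2 fold change -1.14, SE 0.16, adjusted p = 0.00686 from the same test) and is not a member of the list used here. PIK3R3 is not named here. Of 88 measured members of a list for viral protein interaction with cytokines and their receptors, written from memory after KEGG, 8 fell, 0 rose and 80 did not pass limma's test (9 lower when adjusted over the list alone, and 12 lower and 3 higher at an unadjusted p under 0.05). Those that fell were TNFSF10, an apoptosis-inducing ligand, CCL2, and the ligands CXCL1, CXCL2, CXCL3, CXCL5, CXCL6 and CXCL8.
The list's mean log2 fold change was -0.13 and camera gave it as lower, while its median was 0.01 (camera adjusted p = 0.161, and adjusted p = 0.151 with an estimated correlation). DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 2.88e-04), in a pathway that the paper picked on these arrays, which makes the count no independent evidence. For CID against DMSO, 3 members fell, TNFSF10, CXCL1 and CXCL6 (3 when adjusted over the list alone), and the test of over-representation was not passed (adjusted p = 0.567). Some calls were lost with 1 array left out, that of CCL2 without DM 2, DM 3, CID 1, CID 2 or CID 3 (highest adjusted p = 0.127), that of CXCL2 without DM 1, DM 2 or CID 3 (0.0711), that of CXCL3 without DM 1, CID 1 or CID 2 (0.0612) and that of CXCL8 without DM 1 or CID 3 (0.0609).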

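TNFSF10, CXCL6 and JAG1 fell with CID against DM. TNFSF10, the apoptosis-inducing ligand TRAIL, had a log2 fold change of -1.88 (SE 0.26, adjusted p = 0.00614 from limma with Benjamini-Hochberg adjustment). CXCL6, a chemokine ligand that attracts neutrophils, had -1.56 (SE 0.12, adjusted p = 2.36e-04 from the same test), and JAG1, a ligand of Notch receptors, had -1.38 (SE 0.20, adjusted p = 0.00759 from the same test). Of 89 measured members of a TNF signalling list, written from memory after KEGG, 10 fell, 0 rose and 79 did not pass limma's test (11 lower when adjusted over the list alone, and 19 lower and 4 higher at an unadjusted p under 0.05). VCAM1, JAG1, CXCL1, CXCL5 and CXCL6 were among those that fell, and TNFSF10 is not a member of the list. The median log2 fold change was -0.08 (camera adjusted p = 2.37e-04, and adjusted p = 0.0622 with an estimated correlation). DEGs were over-represented (one-sided Fisher's exact test, adjusted p = 6.41e-06), but as the paper chose the pathway on these arrays, neither result is independent evidence. Against DMSO, 7 members fell (7 when adjusted over the list alone), with adjusted p-values of 0.0630 by camera and 0.0265 for over-representation.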

The *AGE-RAGE Signalling Pathway* in Diabetic Complications was another critical pathway affected, with genes such as *CXCL5, COL3A1*, and *TNFRSF11B* showing differential expression, highlighting its importance in diabetic complications and cellular stress responses. 

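CXCL5 and TNFRSF11B fell with CID against DM. CXCL5, a chemokine ligand that attracts neutrophils, had a log2 fold change of -1.17 (SE 0.12, adjusted p = 0.00135 from limma with Benjamini-Hochberg adjustment). TNFRSF11B, the decoy receptor osteoprotegerin, had -0.98 (SE 0.13, adjusted p = 0.00554 from the same test). COL3A1 is not named here. Of 84 measured members of an AGE-RAGE list, written from memory after KEGG, 5 fell, 1 rose and 78 did not pass the test (9 lower and 2 higher when adjusted over the list alone). Those that fell were VCAM1, COL1A1, CXCL8, CCL2 and VEGFC, a lymphatic growth factor named after its values were seen, at -0.76 (adjusted p = 0.0279). The 1 that rose was F3, which encodes tissue factor, the starter of blood coagulation, at 1.12 (SE 0.15, adjusted p = 0.00568 from the same test). CXCL5 and TNFRSF11B are not members of the list.
The AGE-RAGE list had a median log2 fold change of 0.038 and camera gave the list as lower (adjusted p = 0.505, and adjusted p = 0.455 with an estimated correlation). DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 0.00478), which is not independent evidence, since the paper picked the pathway on these arrays. In CID against DMSO, 7 members fell and 3 rose (10 and 3 when adjusted over the list alone; over-representation adjusted p = 2.49e-04). The VEGFC call was lost without DM 1, DM 3, CID 2 or CID 3 (highest adjusted p = 0.106), the CXCL8 call without DM 1 or CID 3 (0.0609) and the CCL2 call without DM 2, DM 3, CID 1, CID 2 or CID 3 (0.127).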

The *Cytokine-Cytokine Receptor Interaction Pathway* was significantly affected, with *IL1RL1, CXCL8*, and *PIK3R3* genes being key differentially expressed genes, underscoring its role in immune signalling and inflammation. 

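IL1RL1, the receptor of interleukin 33, had a log2 value of 10.56 ± 0.13 (SD, n = 3) with DM, 10.34 ± 0.18 with DMSO and 7.91 ± 0.16 with CID. It fell 6.26-fold against DM (log2 fold change -2.65, SE 0.14, adjusted p = 7.66e-06 from limma with Benjamini-Hochberg adjustment), and CXCL8 fell 2.65-fold. Of 254 measured members of a cytokine and cytokine receptor list, written from memory after KEGG, 11 fell, 0 rose and 243 did not pass limma's test (14 lower and 1 higher when adjusted over the list alone, and 29 lower and 10 higher at an unadjusted p under 0.05). Besides the ligands of the CXCL family and CCL2, those that fell were IL1RL1, TNFSF10, TNFRSF11B and IL7R, the interleukin 7 receptor, which was named after its values were seen (log2 fold change -1.56, adjusted p = 0.0453).
The median log2 fold change of the list was -0.005 (camera adjusted p = 0.281, and adjusted p = 0.151 with an estimated correlation). DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 0.00478), though not as independent evidence, since the paper chose the pathway on these arrays. With DMSO as the reference, 9 members fell (9 lower and 1 higher when adjusted over the list alone), which was no over-representation (adjusted p = 0.333). With 1 array left out, calls were lost, that of IL7R without DM 1, DM 3, CID 1 or CID 2 (highest adjusted p = 0.164), that of CXCL8 without DM 1 or CID 3 (0.0609), that of CXCL2 without DM 1, DM 2 or CID 3 (0.0711), that of CXCL3 without DM 1, CID 1 or CID 2 (0.0612) and that of CCL2 without DM 2, DM 3, CID 1, CID 2 or CID 3 (0.127).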

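CXCL1 and JAG1 also lay lower with CID than with either control. CXCL1, a ligand that attracts neutrophils, had a log2 value of 9.93 ± 0.34 (SD, n = 3) with DM, 9.18 ± 0.79 with DMSO and 7.74 ± 0.17 with CID. JAG1, a Notch ligand, had 11.65 ± 0.40 with DM, 11.73 ± 0.17 with DMSO and 10.27 ± 0.23 with CID, and CXCL6 lay 2.95-fold lower with CID than with DM. Against DMSO, the log2 fold changes were -1.44 (adjusted p = 0.0425), -1.46 (adjusted p = 0.00374) and -1.07 (adjusted p = 0.00159), from limma with Benjamini-Hochberg adjustment. Of 85 measured members of a list of the interleukin 17 pathway, written from memory after KEGG, 7 fell against DM, 0 rose and 78 did not pass limma's test (8 lower when adjusted over the list alone, and 10 lower and 8 higher at an unadjusted p under 0.05). Those that fell were CCL2 and the ligands CXCL1, CXCL2, CXCL3, CXCL5, CXCL6 and CXCL8, and JAG1 is not a member. The same 7 genes made up every call in the chemokine signalling list, so that the results of these lists are not separate. The list's median was 0.033, while camera gave it as lower (adjusted p = 0.716, and adjusted p = 0.678 with an estimated correlation). DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 0.00114), in a pathway chosen by the paper on these arrays and so not as independent evidence. Against DMSO, only 2 members fell, CXCL1 and CXCL6, and 2 rose (3 and 2 when adjusted over the list alone), and DEGs were not over-represented (adjusted p = 0.290). Leaving out 1 array ended some calls, that of CXCL8 without DM 1 or CID 3 (highest adjusted p = 0.0609), that of CXCL2 without DM 1, DM 2 or CID 3 (0.0711), that of CXCL3 without DM 1, CID 1 or CID 2 (0.0612) and that of CCL2 without DM 2, DM 3, CID 1, CID 2 or CID 3 (0.127).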

Lastly, the *IL-17 Signalling Pathway* was significantly impacted, with *CXCL1, CXCL6*, and *JAG1* genes showing differential expression, indicating its role in inflammatory and autoimmune responses (**Figure 4A**).

**Figure 4:**
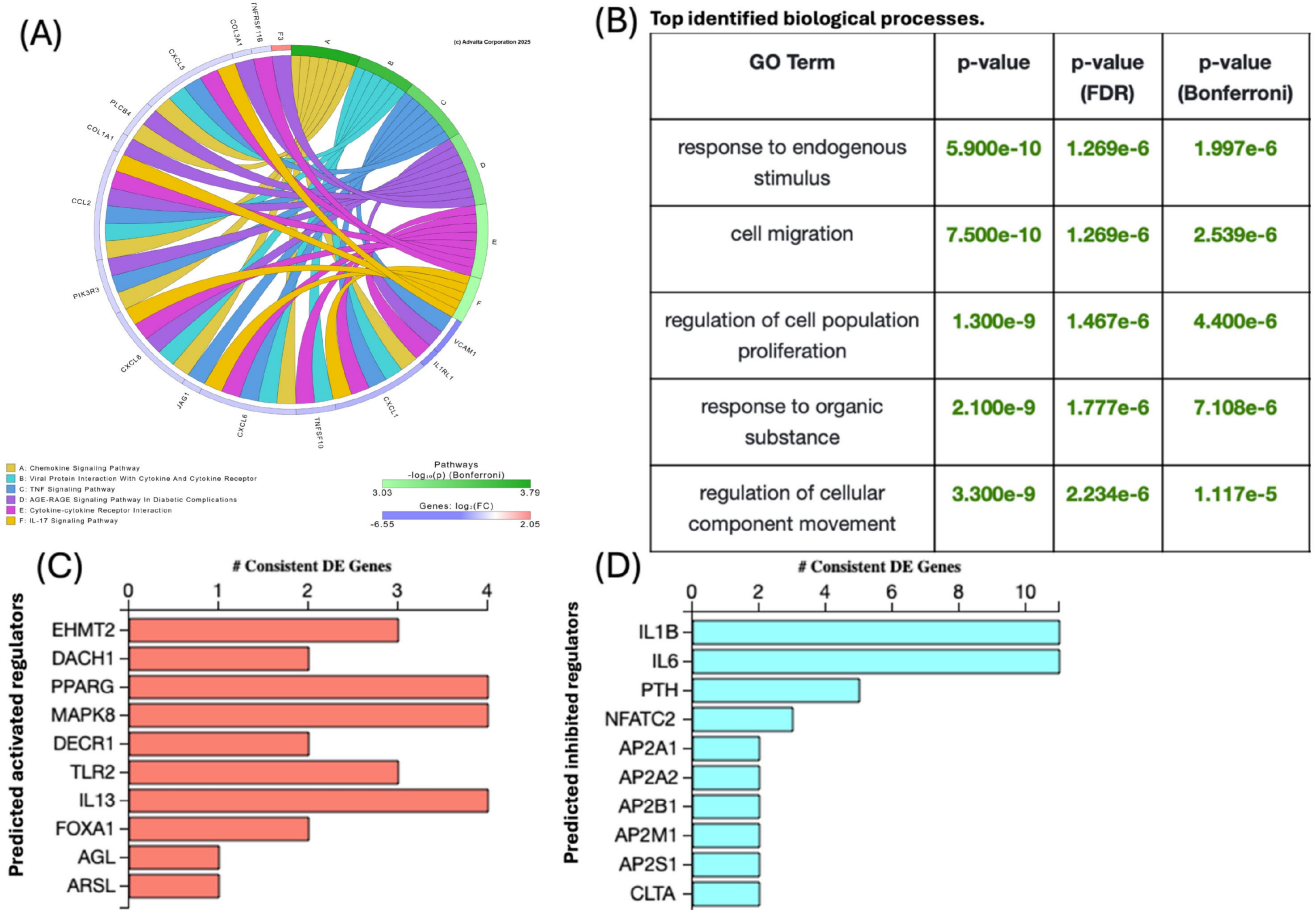
Impact of Rab7 inhibition on signalling pathways, biological processes, and upstream regulators in ASCs. **(A)** Chord Diagram of the top six significantly enriched pathways. **(B)** The top five enriched GO biological processes among the DEGs in the CID-treated ASCs. **(C)** Predicted activated or **(D)** inhibited upstream regulators for the DEGs in CID-treated ASCs compared to the control group. These predictions were made using the iPathwayGuide software.

We identified the top five biological processes significantly impacted by the differentially expressed genes in CID treated cells. These include the response to endogenous stimulus, cell migration, regulation of cell population proliferation, response to organic substance, and regulation of cellular (**Figure 4B**).

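Of 60 measured genes of cell migration and adhesion, 13 fell with CID against DM, 2 rose and 45 did not pass the test (19 lower and 3 higher when adjusted over the list alone). ROR2, a receptor of Wnt ligands, had a log2 fold change of -1.56 (SE 0.14, adjusted p = 4.02e-04 from limma with Benjamini-Hochberg adjustment). TNC, VCAM1 and ITGB8, an integrin subunit, also fell. The 2 that rose were DPP4, a cell surface peptidase, and ITGB5, another integrin subunit, which was named after its values were seen, at 0.68 (adjusted p = 0.0194). The median log2 fold change of the list was -0.19 (camera adjusted p = 3.19e-07, and adjusted p = 0.0191 with an estimated correlation), and DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 1.92e-13). Cell migration is a process that the paper picked on these arrays, so that the list is not independent evidence.
Of 52 measured genes of the cell cycle and proliferation, 0 fell and 0 rose in limma, with 3 lower and 1 higher at an unadjusted p under 0.05. With a trended and robust prior 1 was called, and by the methods' t-test at an unadjusted p also 1. That t-test gave 0 after Benjamini-Hochberg adjustment, but it called almost no genes in any list, so that this 0 adds nothing. The median log2 fold change of the cell cycle list was -0.063 (camera adjusted p = 0.309, and adjusted p = 0.819 with an estimated correlation). The ITGB5 call was lost without DM 1, DM 2, DM 3, CID 1 or CID 2 (highest adjusted p = 0.0821).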

In this study, we identified several upstream regulators that are predicted to be either activated or inhibited, playing crucial roles in the differential expression of genes in CID treated cells. Among the activated regulators, EHMT2 (euchromatic histone lysine methyltransferase 2) stands out as a significant regulator. 

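EHMT2, a histone methyltransferase that represses transcription, had a log2 value of 9.56 ± 0.06 (SD, n = 3) with DM, 9.69 ± 0.13 with DMSO and 10.05 ± 0.39 with CID. Its log2 fold change for CID against DM was 0.49 (SE 0.18, adjusted p = 0.257 from limma with Benjamini-Hochberg adjustment), which did not pass the test. PDK4, a kinase that turns off pyruvate dehydrogenase, lay at 6.82 ± 0.27 with DM, 6.36 ± 0.24 with DMSO and 8.62 ± 0.32 with CID. VCAM1, a receptor that binds leukocytes, had a log2 fold change of -2.78 against DMSO (adjusted p = 0.00152 from the same test). CXCL8, which encodes interleukin 8, lay at 8.43 ± 0.45 with DM, 7.86 ± 0.32 with DMSO and 7.03 ± 0.093 with CID. Its call against DM was lost without DM 1 or CID 3 (highest adjusted p = 0.0609).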

The differential expression of EHMT2 was consistent with its predicted activation, affecting key genes such as *VCAM1*, *PDK4*, and *CXCL8*. Other notable upstream regulators predicted to be activated include DACH1, PPARG, MAPK8, DECR1, TLR2, IL13, FOXA1, AGL, and ARSL. For instance, PPARG (peroxisome proliferator-activated receptor gamma) is involved in the regulation of adipogenesis and inflammation, while TLR2 (toll-like receptor 2) plays a critical role in the immune response to microbial infections. 

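PPARG, the nuclear receptor that drives adipogenesis, had a log2 fold change for CID against DM of -0.14 (SE 0.15, adjusted p = 0.751 from limma with Benjamini-Hochberg adjustment). DACH1, a transcriptional repressor, and FOXA1, a transcription factor that opens chromatin, had values of 0.28 (adjusted p = 0.544) and 0.14 (adjusted p = 0.763). MAPK8, the stress kinase JNK1, and DECR1, an enzyme of fatty acid oxidation, had -0.13 (adjusted p = 0.709) and -0.17 (adjusted p = 0.688). TLR2, a receptor for bacterial lipoproteins, IL13, a cytokine, and ARSL, an arylsulfatase, had -0.18 (adjusted p = 0.646), 0.04 (adjusted p = 0.938) and -0.053 (adjusted p = 0.935). Of the 9 predicted activated regulators measured here, EHMT2 among them, 0 rose and 0 fell in limma, and 1 passed an unadjusted p under 0.05. A trended and robust prior and the methods' t-test at an unadjusted p gave 0 as well. So did that t-test after Benjamini-Hochberg adjustment, but it called almost no genes in any list. The mean log2 values of DACH1 and TLR2 lay among the dimmest 33.3% of probe sets (below 5.40), where the arrays measure least precisely. The prediction itself, made with iPathwayGuide from the targets of each regulator, was not analysed here.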

IL13 (interleukin 13) is a cytokine involved in the regulation of inflammatory responses, and FOXA1 is a transcription factor involved in gene expression during development (**Figure 4C**).

Conversely, several upstream regulators were predicted to be inhibited, including IL1B (interleukin 1 beta) and IL6 (interleukin 6), both key cytokines involved in the regulation of inflammatory responses and immune modulation (i.e., chronic inflammation and wound healing). 

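IL6, an inflammatory cytokine, had a log2 value of 7.11 ± 0.061 (SD, n = 3) with DM, 6.55 ± 0.26 with DMSO and 6.17 ± 0.51 with CID, a log2 fold change against DM of -0.94 (SE 0.23, adjusted p = 0.0761 from limma with Benjamini-Hochberg adjustment). IL1B, which encodes interleukin 1 beta, had 5.88 ± 0.53 with DM and 6.10 ± 0.45 with CID, a log2 fold change of 0.22 (SE 0.31, adjusted p = 0.825 from the same test). Of 46 measured target genes of NF-kB, a transcription factor of inflammatory genes, 9 fell, 0 rose and 37 did not pass limma's test (10 lower when adjusted over the list alone, and 15 lower and 2 higher at an unadjusted p under 0.05). SAA1, VCAM1, CXCL1, CXCL5 and CXCL6 were among those that fell. The median log2 fold change of the list was -0.073 (camera adjusted p = 2.21e-05, and adjusted p = 0.0321 with an estimated correlation), and DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 2.50e-07). As the list was written with the fold changes of Supplementary Table 1 already seen, neither result is independent evidence. Against DMSO, 4 of the genes fell, SAA1, VCAM1, CXCL1 and CXCL6 (5 when adjusted over the list alone). The median was -0.088 (camera adjusted p = 0.00352), and the list passed neither with an estimated correlation (adjusted p = 0.0562) nor by over-representation (adjusted p = 0.0763). In DMSO against DM the list was itself lower (median -0.063, camera adjusted p = 0.0378, and adjusted p = 0.209 with an estimated correlation). IL6 passed the threshold where the dimmest 33.3% of probe sets were left out, with a trended and robust prior, by the methods' t-test at an unadjusted p, and without CID 2. Over the fits that left out 1 array, used only the 6 arrays, a block, array weights or another normalization, its adjusted p ranged from 0.0484 to 0.200.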

Their predicted inhibition suggests a potential downregulation of inflammatory pathways, which could have implications for immune response and disease progression. 

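NFATC2, a calcium-dependent transcription factor of T cells, had a log2 fold change for CID against DM of 0.39 (SE 0.21, adjusted p = 0.483 from limma with Benjamini-Hochberg adjustment). AP2S1, the small subunit of the AP-2 adaptor that links cargo to clathrin, had -0.51 against DM (SE 0.17, adjusted p = 0.208 from the same test) and fell by 0.83 on the log2 scale against DMSO (SE 0.17, adjusted p = 0.0252). AP2M1, AP2A1, AP2A2 and AP2B1, which encode the other subunits of AP-2, had log2 fold changes against DM of -0.24, 0.11, 0.13 and 0.083, with adjusted p-values of 0.464, 0.774, 0.678 and 0.814 from the same test. CLTA, a clathrin light chain, had 0.30 (adjusted p = 0.347), and PTH is not named here. Of the 9 predicted inhibited regulators measured here, IL1B and IL6 among them, 0 rose and 0 fell against DM in limma, with 2 lower and 1 higher at an unadjusted p under 0.05. With a trended and robust prior 1 was called, and by the methods' t-test at an unadjusted p also 1. After Benjamini-Hochberg adjustment that t-test gave 0, but it called almost no genes in any list. The AP2S1 difference between DMSO and DM had an adjusted p of 0.754, so that AP2S1 is not shown to differ between the controls.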

Other inhibited regulators include PTH (parathyroid hormone), NFATC2 (nuclear factor of activated T-cells, cytoplasmic 2), and several adaptor proteins such as AP2A1, AP2A2, AP2B1, AP2M1, AP2S1, and CLTA. The inhibition of PTH suggests potential effects on calcium homeostasis and bone metabolism, while the inhibition of NFATC2 indicates possible impacts on T-cell activation and immune function (**Figure 4D**).

### 3.5 Differential gene expression was consistent by qPCR

To ensure the reliability of the microarray analysis, the expression levels of seven DEGs identified by the microarray analysis *(COL81A, COL1A1, ITGB8, MGP, FGF7, VCAM1, and HMOX-1)* were validated using qPCR. These genes were selected based on their relevance to keratinocyte functions or to validate their potential significance in ASCs differentiation. A strong correspondence between the microarray (**Figure 5A**) and the qPCR results (**Figure 5B**) was observed for all selected genes, confirming the reliability and accuracy of the microarray findings.

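On the arrays, 6 of the 7 genes fell with CID and HMOX1 rose. MGP, an inhibitor of tissue calcification, had a log2 value of 11.34 ± 0.30 (SD, n = 3) with DM and 7.98 ± 0.80 with CID, which is 10.3-fold lower (log2 fold change -3.36, SE 0.36, adjusted p = 0.00141 from limma with Benjamini-Hochberg adjustment). VCAM1, a receptor that binds leukocytes, had 8.90 ± 0.18 and 6.27 ± 0.55, which is 6.20-fold lower. ITGB8, an integrin subunit, fell 4.57-fold (log2 fold change -2.19, adjusted p = 0.00207 from the same test). FGF7, the keratinocyte growth factor, had 14.84 ± 0.11 and 13.53 ± 0.12, which is 2.48-fold lower (log2 fold change -1.31, adjusted p = 6.23e-04). COL8A1, a chain of type VIII collagen, fell 3.25-fold (log2 fold change -1.70, adjusted p = 4.27e-04), and COL1A1, a chain of type I collagen, had 10.85 ± 0.27 with DM and 9.71 ± 0.13 with CID. HMOX1, heme oxygenase 1, had 7.77 ± 0.64 and 10.79 ± 0.37.

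**Figure D2:**
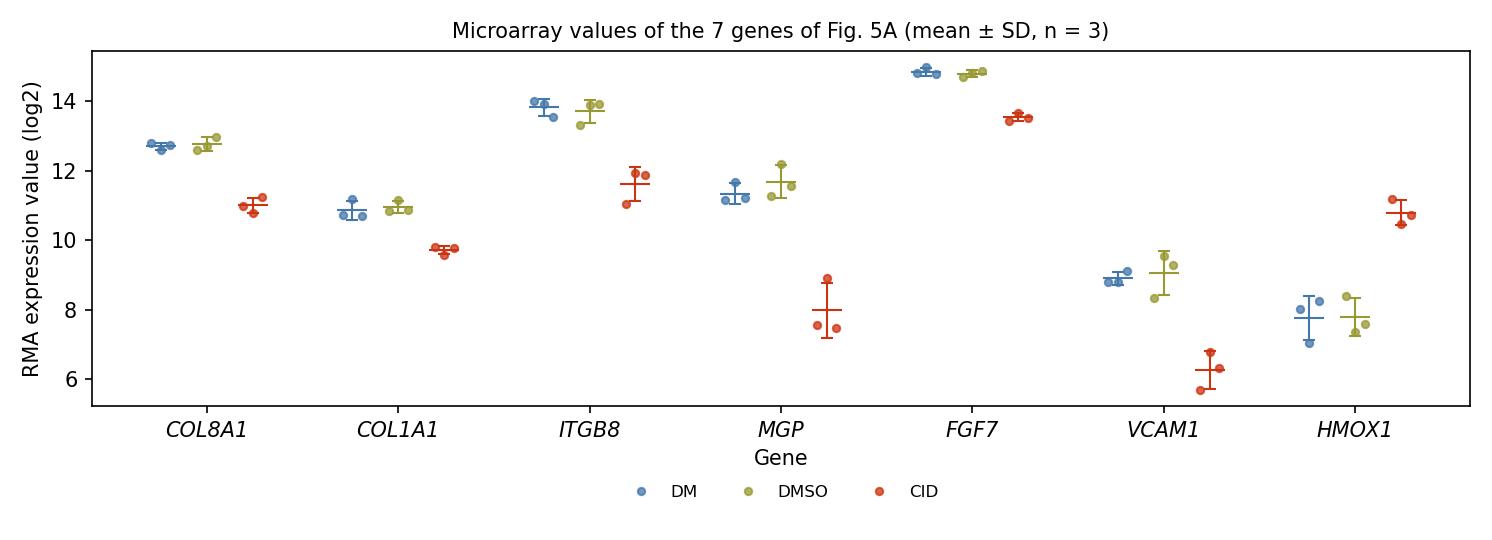
RMA expression values (log2, vertical axis) of the 7 genes of Fig. 5A on each array of DM, DMSO and CID (points), with the mean and SD of each group of 3 (bars). The CID arrays lie below the DM and DMSO arrays for the first 6 genes and above them for HMOX1, and MGP with CID spreads most (SD 0.80).

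For each of these 7 genes, all 3 CID arrays lay on 1 side of all 3 DM arrays. The same held for all 289 DEGs and for 3840 of 21448 probe sets. Against DMSO, the log2 fold changes of the 7 genes ran from -3.70 for MGP to 3.01 for HMOX1, all past the threshold. The 2 collagens belong to a list of fibrillar and other collagens, of whose 23 measured genes 4 fell, 0 rose and 19 did not pass limma's test (7 lower when adjusted over the list alone, and 9 lower and 1 higher at an unadjusted p under 0.05). The others that fell were COL5A2 and COL12A1, with log2 fold changes of -0.92 (adjusted p = 0.0271) and -0.77 (adjusted p = 0.0265). The median of the collagen list was -0.18 (camera adjusted p = 5.41e-05, and adjusted p = 0.141 with an estimated correlation), in a list written after the fold changes of Supplementary Table 1 had been seen. GAPDH, the reference gene of the qPCR, had -0.11 (adjusted p = 0.722). The 7 genes were chosen by the paper on these arrays and are not independent evidence of a direction, and the qPCR values were not analysed here. The COL5A2 call was lost without any 1 of the 6 DM and CID arrays (highest adjusted p = 0.105), and the COL12A1 call without DM 1, DM 2, CID 1, CID 2 or CID 3 (0.109).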

**Figure 5:**
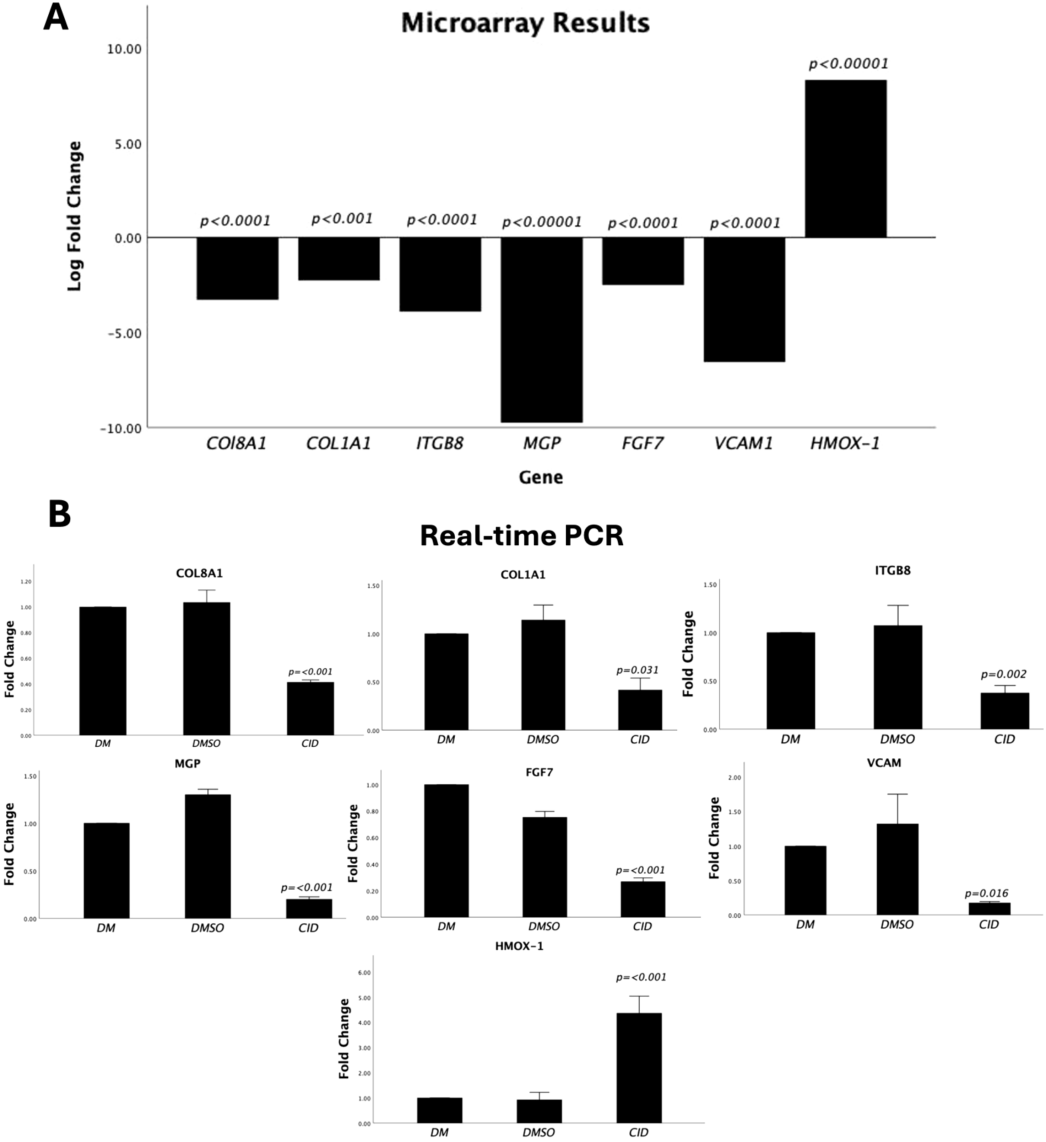
Validation of the expression levels of the differentially expressed genes identified by microarray with qPCR. **(A)** Bar chart displaying the relative expression levels of seven selected DEGs (*COL81A, COL1A1, ITGB8, MGP, FGF7, VCAM1, and HMOX-1)*. Bars represent the log2-fold changes in gene expression in CID-1067700-treated ASCs **(CID)** compared to the control group (DM). **(B)** Validation of the expression levels of the selected genes by qPCR. The expression levels are normalized to *GAPDH* and calculated relative to the expression of ASCs treated with DM only using the 2^-∆∆Cq^ method. Data are presented as mean ± standard deviation (SD) of three experimental replicates. The vehicle control was added to the qPCR to validate similarity with the negative control.

### 3.6 Rab7 inhibition induced proteomic changes in ASCs

The protein array revealed a decrease in the secretion levels of several proteins, including the inflammatory cytokines, IL-1α, IL-8, IL-17A, and IL-32, in CID-treated cells compared to the control group. These findings suggest that Rab7 inhibition may mitigate inflammatory responses in ASCs. Conversely, the treatment of CID resulted in an upregulation of epidermal growth factor (EGF), suggesting a potential enhancement in cellular mechanisms associated with wound healing and tissue regeneration (**Figure 6**).

**Figure 6:**
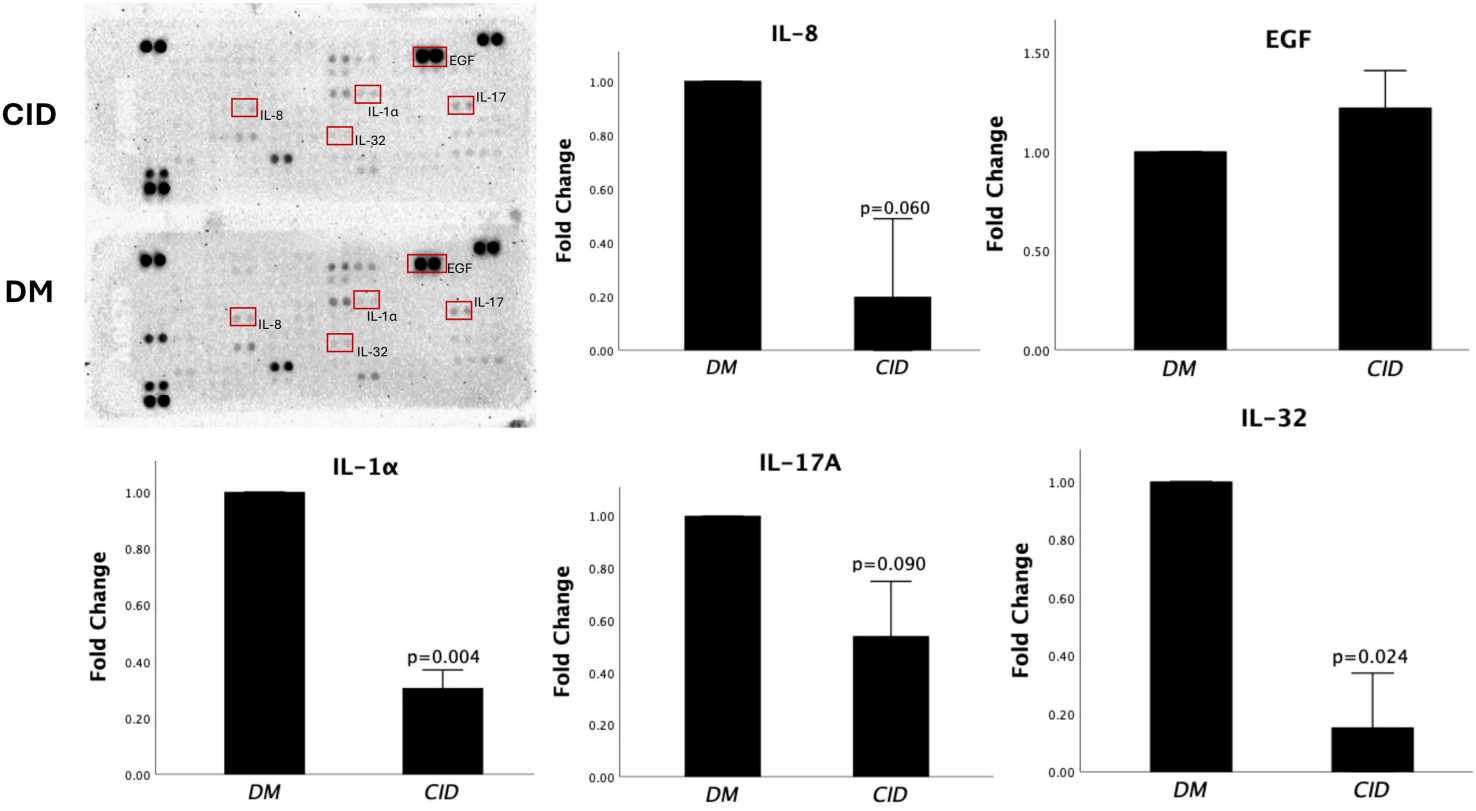
Rab7 Inhibition induces changes in the proteomic profile of ASCs. The upper left image shows the original scan of the protein array membrane. Noticeable reduction in the levels of inflammatory cytokines IL-1α, IL-8, IL-17A, and IL-32 were observed in CID-treated cells, whereas the expression level of EGF was increased. Bars represent the mean fold change in protein expression ± standard deviation (SD) of two experimental replicates in response to CID treatment compared to the control (DM).

### 3.7 Rab7 inhibition enhanced the expression of epithelial differentiation markers in ASCs

Immunofluorescence analysis revealed that Rab7 inhibition significantly increased the expression of several epithelial differentiation markers, including CK5 (p=0.024), CK14 (p=0.023), Filaggrin (p=0.006), and P63 (p=0.003) in ASCs treated with CID-1067700. The upregulation of CK5 and CK14 was validated further, using a conjugated antibody from a different provider (**Supplementary Figure S2**). These results indicate that a 10-day treatment with CID-1067700 not only induced the differentiation of ASCs into basal KLCs but also promoted their differentiation into differentiated KLCs, as supported by the presence of the intermediate differentiation marker, Filaggrin (**Figure 7**).

**Figure 7:**
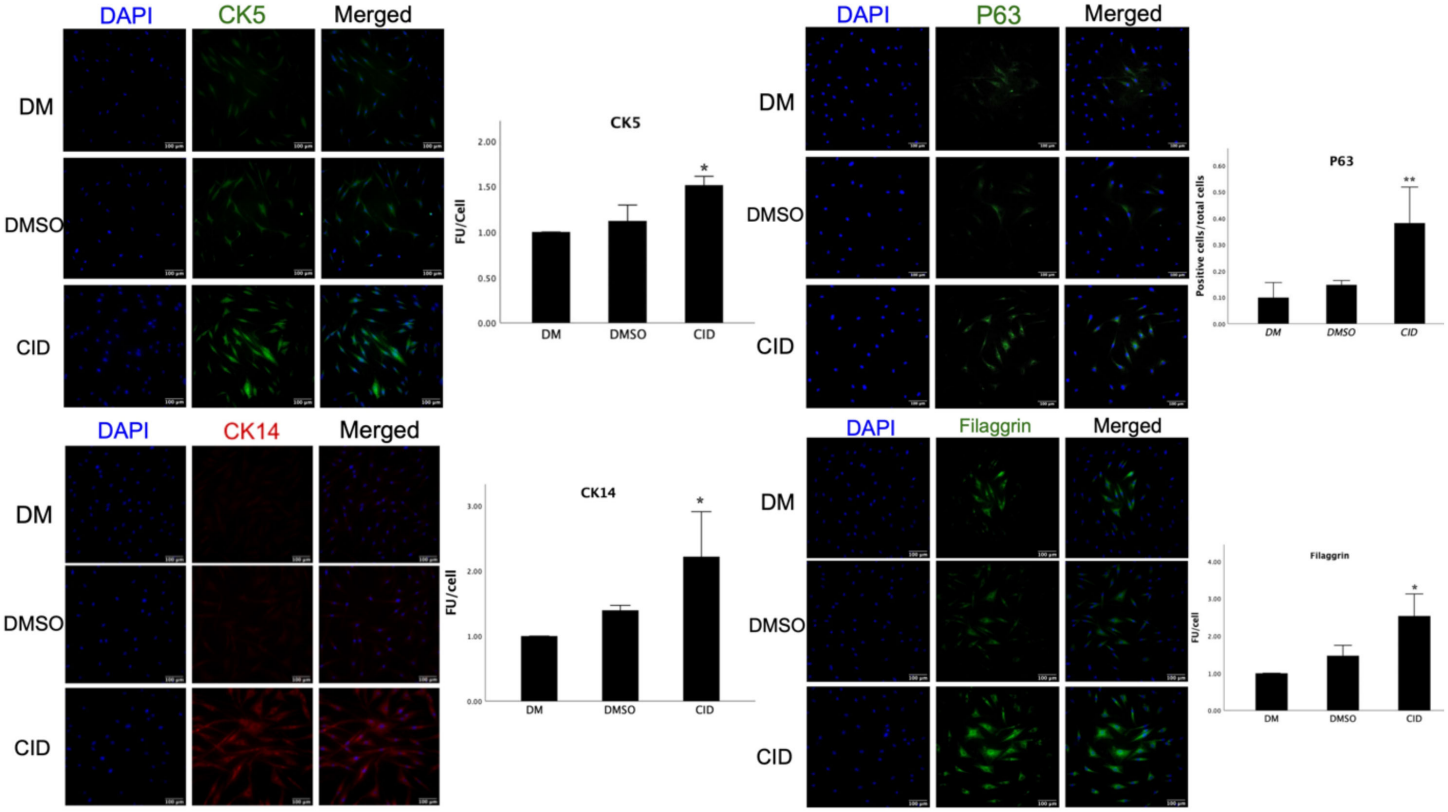
Rab7 Inhibition enhances the expression of epithelial differentiation markers in ASCs. The latter were cultured with differentiation media for ten days with and without CID-1067700, and immunocytochemistry analysis was performed to assess the expression of Cytokeratin 5 and 14, as well as Filaggrin and P63. Nuclei were counterstained with DAPI (blue). The bars indicate the mean fluorescence intensity unit (FU) per cell ± SD of 3 replicates. Asterisks represent significant difference compared to cells treated with differentiation media (DM) only (* p<0.5, ** p<0.01). Scale bars = 100 μm.

### 3.8 Rab7 inhibition modulates the mRNA expression of mesenchymal and epithelial markers in ASCs

The mRNA expression levels of vimentin, an intermediate filament protein predominantly produced by mesenchymal stem cells, as well as the epidermal markers, CK5, CK14, and Filaggrin, were analysed using Real-time PCR. The results indicated that Rab7 inhibition in ASCs led to a significant reduction in vimentin expression (p=0.031) and an increase in Filaggrin expression (p=0.028) as illustrated in **Figures 8A, B**. However, a decrease in the expression of CK5 (p=0.009) and CK14 (p=<0.001) was observed in response to Rab7 inhibition in ASCs cells (**Figures 8C, D**).

**Figure 8:**
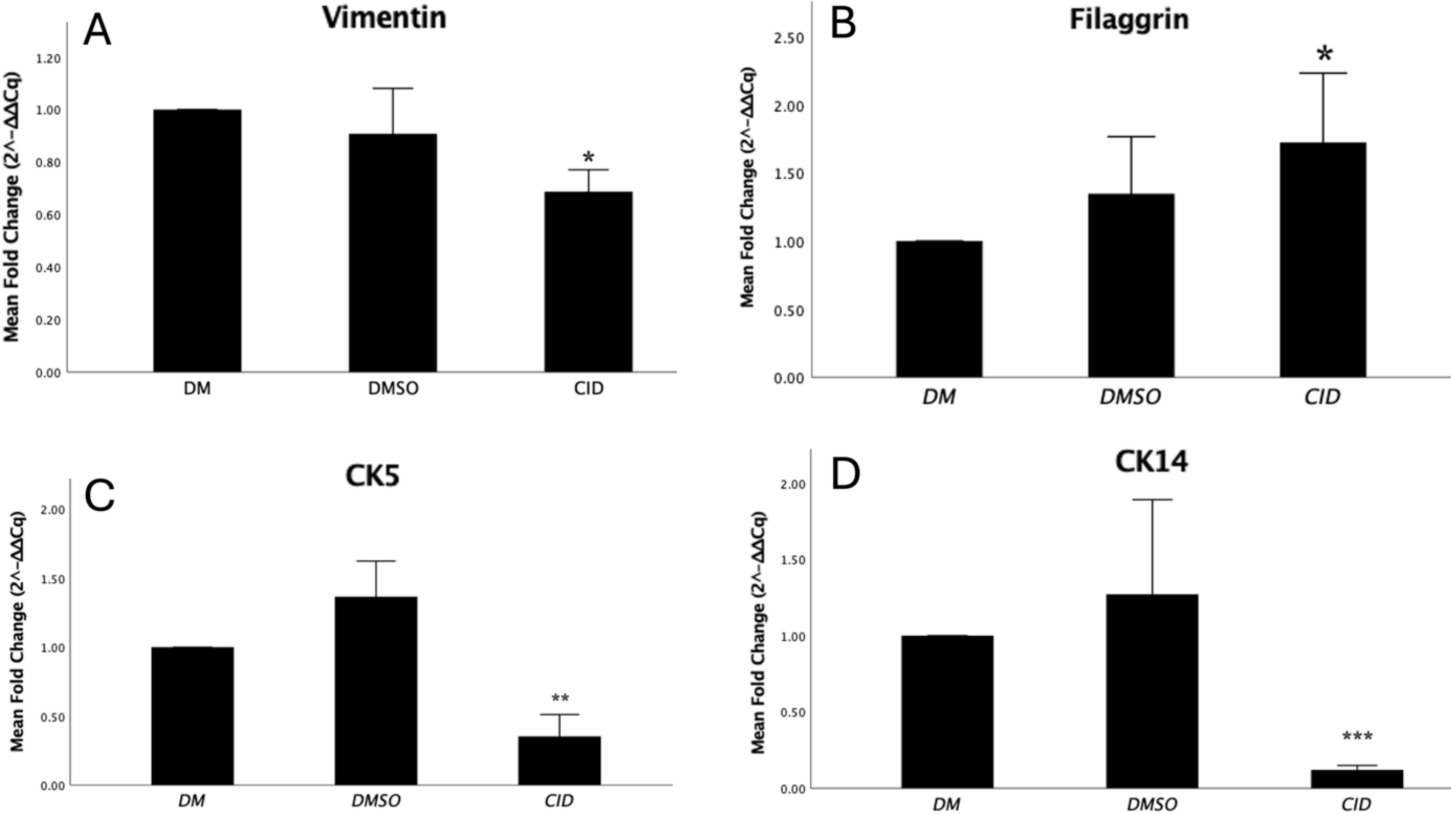
Effect of Rab7 inhibition on the expression of keratinocyte markers in ASCs cells. The gene expression of **(A)** Vimentin, **(B)** Filaggrin, **(C)** Cytokeratin 5, and **(D)** Cytokeratin 14 was measured by Real-time PCR. The expression levels were normalized to *GAPDH* expression and calculated relative to cells treated with differentiation media (DM) alone. Asterisks indicate a significant difference compared to cells treated with DM (* p<0.05, ** p<0.01, *** p<0.001).

## 4 Discussion

The skin has a vast natural regenerative capacity, which is vital to maintain the protectory function against the daily environmental and mechanical challenges. Upon injury, keratinocytes initiate an immunological cascade by secreting a repertoire of cytokines, chemokines, and antimicrobial peptides to stimulate the innate immune response (39, 40). This pro-inflammatory environment facilitates immune cell recruitment and pathogen elimination, which primes the wound bed for subsequent healing processes (41). Moreover, keratinocytes possess remarkable ability to resolve inflammation, fostering the transition from the inflammatory to the proliferative phase of wound healing, and promoting tissue repair (42). However, in the context of chronic wounds, this tightly regulated process is disrupted, leading to prolonged inflammation and tissue degradation. As keratinocytes become arrested in a chronic inflammation state, they exhibit compromised antimicrobial defence capabilities and fail to activate requisite signalling pathways essential for healing progression (6, 43).

Rab GTPases, the largest family of GTPases, are indispensable regulators of membrane trafficking due to their pivotal role in vesicle formation, transport, and fusion in endocytosis, exocytosis, and autophagy (24). Each Ras-related protein (Rab) governs specific steps of vesicular transport, exhibiting precise localization to distinct intracellular compartments. Moreover, several Rab proteins exert control over the degradation and activity of signalling receptors and ligands across developmental signalling pathways (44–46). Rab7 emerges as a key regulator, exerting profound influence over critical developmental signalling pathways. Rab7 regulates the endocytic trafficking of Wnt ligands, receptors, and co-receptors, thereby influencing their stability, availability, and signalling efficacy. Similar effect exerts on the Notch receptors and ligands. Notch is a conserved determinant of cell fate, differentiation, and tissue development (27, 28, 47). This protein plays a role in skin development and regeneration influenced by mitochondrial reactive oxygen species (48). Rab7 extends its regulatory role to the fibroblast growth factor (FGF) signalling pathway, modulating the trafficking and degradation of FGF receptors (FGFRs) and their ligands, thereby dictating the spatial and temporal dynamics of FGF signalling. Rab7 also regulates Hedgehog Signalling Pathway, a critical pathway for embryonic development, tissue patterning, and organogenesis. Furthermore, the impact of Rab7 encompasses melanosome maturation and transport, regulating the trafficking of melanosomes within melanocytes, the specialized pigment-producing cells in the skin (49, 50). These cumulative insights underscore the role of Rab7 in modulating the activation, availability, and efficacy of key developmental signalling pathways. Thus, Rab7 exerts profound influence over cell fate determination, tissue morphogenesis, and organ development. Despite the critical role of membrane trafficking in steering stem cell differentiation, existing differentiation protocols predominantly emphasize targeting signalling pathways and overlook the intracellular vesicle trafficking as a complementary approach for modulating stem cell fate.

In this study, the potential influence of Rab7 in enhancing the differentiation ability of ASCs into KLCs was explored. ASCs were cultured in differentiation media, which has previously been shown to promote the differentiation into KLCs (34). The cells were cultured in the presence or absence of CID-1067700, a competitive Rab7 inhibitor, and the differentiation process was assessed based on the cell morphology and their expression of keratinocyte markers, including Cytokeratin 5 (CK5), Cytokeratin 14 (CK14), P63, and Filaggrin.

Morphological observations revealed that Rab7 inhibition induced a noticeable flattening of ASCs after ten days of treatment. Such morphology suggests that the cells were undergoing the differentiation process, as keratinocytes adopt a flattened shape upon differentiation to provide structural rigidity and mechanical strength, which are key characteristic of the skin epithelium (51). CK5 and CK14 were utilised as early differentiation markers due to their expression in the basal layer of the epidermis. In contrast, filaggrin, is an intermediate marker of epidermal differentiation primarily expressed in well-differentiated keratinized epithelial cells, and it plays a crucial role in regulating epidermal homeostasis (51).

This study revealed that Rab7 inhibitor increased the protein expression of all these markers as early as ten days in culture. However, the mRNA expression of the basal keratinocyte markers CK5 and CK14 was decreased following Rab7 inhibition. This observation suggests that the Rab7 inhibitor effectively promotes the differentiation of adipose-derived stem cells into keratinocyte-like cells. This aligns with the role of Rab7 in regulating membrane trafficking and autophagy, processes crucial for cellular differentiation (37). However, the decrease in mRNA expression of basal keratinocyte markers CK5 and CK14 indicates a complex regulatory mechanism at play. One possible explanation is that Rab7 inhibition may lead to post-transcriptional modifications or stabilization of these proteins, resulting in higher protein levels despite lower mRNA expression. This phenomenon can occur due to enhanced protein stability or reduced degradation, which is often observed in differentiated cells where protein turnover rates are lower (52). Additionally, Rab7’s involvement in autophagy and endocytic pathways might influence the cellular environment, promoting differentiation signals that enhance protein expression while simultaneously downregulating mRNA synthesis as the cells transition through the differentiation state (37). This dual effect underscores the importance of Rab7 in coordinating the balance between stem cell maintenance and differentiation, highlighting its potential as a therapeutic target for enhancing stem cell-based regenerative therapies. Furthermore, we suggest that Rab7 inhibition may facilitate ASC progression through the differentiation process, as basal keratinocytes typically undergo both morphological and biochemical changes during differentiation. These changes include the production of flattened cells and changes in the pattern of keratin expression (53). For example, basal keratinocytes express CK5 and CK14 (54, 55). As they progress into the suprabasal compartment, the transcription of the basal keratins (CK5 and CK14) is downregulated and the transcription of a new set of differentiation state–specific markers, such as filaggrin, is concomitantly induced (54–56). Filaggrin, produced by spinous keratinocytes in the granular layer, facilitates the packing of keratin filaments during terminal differentiation of keratinocytes (57). The upregulation of filaggrin accompanied by the downregulation of CK5 and CK14 gene expression supports this explanation. For further validation, future studies should examine the temporal changes in mRNA expression of CK5 and CK14 in ASCs treated with the Rab7 inhibitor at various stages of differentiation. Time-course experiments would help elucidate whether Rab7 inhibition accelerates the downregulation of basal keratins and the upregulation of terminal differentiation markers.

Microarray analysis revealed substantial changes in gene expression profiles, with 134 differentially expressed genes (DEGs) identified in CID-treated ASCs. Pathway enrichment analysis highlighted the significant impact of Rab7 inhibition on various immune-related pathways. Notably, the chemokine signalling pathway, TNF signalling pathway, cytokine-cytokine receptor interactions, and IL-17 signalling pathway were among the pathways affected by CID treatment. These pathways play critical roles in inflammation and immune response, the two critical processes implicated in the pathogenesis of chronic skin wounds (6). These findings indicates that Rab7 inhibition does not only promote keratinocyte differentiation but may also modulate immune functions.

Prediction analysis using the iPathwayGuide software predicted the euchromatin histone lysine methyltransferase 2 (Ehmt2) as the top activated upstream regulator in CID-treated ASCs. Ehmt2 is known for its role in epigenetic regulation as well as modulating critical biological processes, such as cell cycle regulation, lineage commitment, and differentiation (58). As a repressor, Ehmt2, in conjunction with the Ehmt1/2 complex, serves as a central regulator of nuclear epigenetic processes essential for proper developmental progression from early embryonic stages to terminal differentiation (59–61). Epigenetic regulation is well known to be involved in stem cell differentiation into several lineages (62–65). Ehmt2 has been implicated in the terminal commitment of various lineages, including blood, cardiac, retinal, neural, muscle, and germline lineages (66–72). Moreover, Ehmt2 exert a transcriptional co-activator function, distinct from its classical role in methylation (73). Ehmt2 is also indispensable for the activation of critical genes involved in early development, such as p21 and β-Globin as well as Nfe2 and Runx2 (58, 74). The latter is known to promote the differentiation of ASCs to the epidermal lineage (75). These effects are expected to influence the wound healing process, although we believe that such corelation is understudied. The role of epigenetics in wound healing has been extensively reviewed. The migrating cells at the wound edge were shown to change their epigenetic signature to allow migration and wound closure. The involvement of histone methyltransferases, such as Ezh1 and Ezh2, was crucial for this purpose (76). Furthermore, histone methylation was vital for the determination of tissue macrophage properties as well as peripheral blood mononuclear cells, affecting the wound transition from the inflammatory phase (77). However, the role of Ehmt2 in wound repair needs to be experimentally verified to confirm the potential involvement in the healing process and skin regeneration. Knocking down Ehmt2 in ASC52 cell line can characterize its role in epidermal differentiation in the presence and absence of Rab7 inhibitor.

Furthermore, the protein array data revealed upregulation of EGF in the CID-treated ASCs, indicating a beneficial shift towards enhanced keratinocyte differentiation and wound healing. EGF is a critical regulator of cell proliferation and differentiation, particularly within the epidermis. By promoting keratinocyte migration and proliferation, EGF plays an important role in the re-epithelialization process during wound healing (78, 79). The observed increase in EGF levels in Rab7-inhibited ASCs suggests a potential mechanism for the enhancement of KLCs differentiation and indicates a potential role in accelerating wound healing.

Conversely, the inflammatory cytokines IL-1β and IL-6 were predicted as the top inhibited upstream regulators. This aligns with the observed downregulation of several inflammatory cytokines, including IL-1α, IL-8, IL-17A, and IL-32, in the protein array analysis of the supernatant from CID-treated cell culture. The reduction in these cytokines indicates a potent anti-inflammatory effect of Rab7 inhibition in ASCs, which could be beneficial in managing chronic wounds characterized by persistent inflammation. Recent study by Sonmez Kaplan et al. (80) showed that stimulation with these inflammatory cytokines significantly inhibited the differentiation of dental pulp stem cells into osteogenic, chondrogenic, and adipogenic lineages. Moreover, IL-1β-induced spheres displayed enhanced stemness and drug resistance in colon cancer cells, accompanied by epithelial-mesenchymal transition (80). These findings elucidate the interplay between inflammatory cytokines and stem cell behaviour, highlighting their negative regulatory roles in stem cell differentiation. This represents another advantage for Rab-7 inhibitor as an additive to stem cell differentiation programs and opens a new paradigm for research.

The decrease in pro-inflammatory cytokines observed in this study is of particular interest because of their established roles in wound healing. Elevated levels of IL-17A are commonly associated with chronic wounds. An obvious example is IL-17A rich wound fluid isolated from venous ulcers and lesional tissues of patients with pyoderma gangrenosum (81, 82). Furthermore, IL-17A exhibits synergistic effects with other pro-inflammatory cytokines such as TNF-α, IL-1, and IL-6, exacerbating the inflammatory response and contributing to wound chronicity (83, 84). The dysregulation of chemokine signalling can lead to excessive influx of immune cells into the skin, leading to inflammation and tissue damage (85). Similarly, dysregulated cytokine-cytokine receptor interactions can promote inflammatory responses, immune cell activation, and tissue damage (86). Furthermore, advanced glycation end products (AGEs) and their receptor (RAGE) are implicated in diabetic complications, including diabetic foot ulcers (DFU). Elevated AGE-RAGE levels induce the production of pro-inflammatory cytokines and reactive oxygen species, thereby contributing to the prolonged inflammatory phase and delayed wound healing (87).

Targeting Rab7 holds a great potential for treating chronic skin wounds for several reasons. Firstly, the upregulation of keratinocyte markers indicates that ASCs can differentiate into keratinocytes, which may improve the skin barrier (88). This could lead to the development of topical treatments or cell-based therapies that promote keratinocyte formation and improve skin integrity. Secondly, Rab7 inhibition may attenuate the inflammatory environment in wounds associated with autoimmune diseases through the downregulation of inflammation-related pathways. This could help balance the immune system dysregulation and promote wound healing, both by promoting the natural healing mechanism and adding KLCs as cell-based therapy (6). The clinical translation can also include the production of new anti-inflammatory treatments that specifically target Rab7, potentially reducing the need for systemic immunosuppressive therapies and their associated side effects. Finally, by understanding the specific genes and pathways inhibited by Rab7, a more personalized treatment approach can be developed, tailored to individual patients’ molecular characteristics, which potentially improves treatment responses and outcomes. The insights gained from studying Rab7 could inspire new therapeutic strategies, such as the use of gene editing technologies (e.g., CRISPR) to modulate Rab7 activity in chronic wounds.

However, it’s essential to acknowledge the limitations of our study, including the use of a cell line rather than primary cells. While the ASC52telo cell line offers practical advantages in experimental settings, including reproducibility, scalability, and the absence of donor variability, they may not fully replicate the heterogeneity and physiological context of primary cells. Additionally, these cells could be expected to exhibit potential alterations in gene expression and epigenetic profiles due to the introduction of hTERT during their immortalization process, which may influence their differentiation potential and responses to external stimuli. In fact, ASC52telo cells have been demonstrated to retain key characteristics of primary ASCs, making them a valuable model for controlled mechanistic studies, such as those investigating signalling pathways and differentiation dynamics (21, 31, 33). Prior studies have successfully used these cells to validate platforms for stem cell culture and expansion under defined, Xeno-free, and serum-free conditions, highlighting their suitability for stem cell modelling. These studies also emphasize the compatibility of ASC52telo cells with microcarrier-based systems and their ability to reproduce typical features of primary ASCs, making them a robust model for investigating transcriptional dynamics in controlled environments (e.g., bioreactors), as well as other tissue engineering applications (31). Additionally, ASC52telo cells have been featured in research exploring signalling pathways and cellular differentiation processes, further validating their utility in understanding molecular mechanisms and transcriptional regulation in stem cell biology​ (32). Nonetheless, to enhance the translational relevance of our findings and address potential biases introduced using an immortalized cell line, future studies should integrate primary ASCs to confirm findings and assess inter-individual variability. Incorporating organoid models or *in vivo* approaches would further contextualize these results within a physiologically relevant environment. Investigating the application method in animal models would be of special interest for clinical application. Systemic application versus local application as a solution or in combination with biomaterial, can provide an insight regarding the local effect on the wound as well as the possible side effects. Nevertheless, 2.5 mg/kg of CID were injected intraperitoneally in rats without reported side effects (89). Another limitation of this study is the reliance on immunofluorescence as the sole proteomic evidence of stem cell differentiation into the epithelial lineage. Characterizing differentiation using Western blotting, protein arrays, or other proteomic techniques would provide further confirmation of the differentiation status. Other Rab7 inhibitors, such as VP 3.15., can be evaluated in the future for further validation of the cause-effect. Moreover, functional assays focusing on Rab7 inhibition’s mechanistic effects on stem cell differentiation and inflammation would complement transcriptomic and proteomic analyses, providing a comprehensive understanding of the observed phenomena, including wound healing assay.

## 5 Conclusion

The current study highlights novel regulatory mechanisms governing stem cell differentiation and inflammation in the context of skin regeneration. The identification of Rab7 and Ehmt2 as key regulators of ASCs differentiation opens new avenues for therapeutic intervention, offering potential targets for developing innovative treatments aimed at enhancing tissue repair and regeneration. Further investigation into the potential crosstalk between Rab7, Ehmt2, and inflammatory cytokines holds promise for uncovering novel therapeutic targets and advancing the field of regenerative medicine.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE275489.

## Supplementary material

Supplementary Figure 1 Rab7 inhibition induces transcriptomic changes in ASCs. Heatmap analysis displaying the differentially expressed genes (DEGs) in ASCs following Rab7 inhibition. Samples with relatively high expression of a given gene are shown in red, while those with relatively low expression are shown in blue. Clustering of the samples is illustrated by the dendrogram on top.

Supplementary Figure 2 Immunofluorescence analysis was repeated using conjugated primary antibodies from a different vendor to further confirm the expression of cytokeratin 5 and 14, which are **(A)** CoraLite^®^555 Cytokeratin 5 antibody (1:200, Proteintech, Cat. CL555-28506) and **(B)** CoraLite^®^ Plus 488 Cytokeratin 14 antibody (1:200, Proteintech, Cat. CL488-10143). Data are presented as mean fluorescence intensity unit (FU) per cell ± SD of two replicates, five fields were analysed in each replicate and p < 0.05 was considered significant. Scale bars = 200 μm. The results are consistent with previous findings, confirming the upregulation of CK5 and CK14 in response to CID.

Supplementary Table 1 List of the differentially regulated genes.

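Supplementary Table 1 gives the paper's symbol, fold change and p-value for 134 entries, 107 with a negative and 27 with a positive fold change. Its fold changes are linear ratios of CID to DM, with a minus sign for genes that were lower with CID, and none is smaller in size than the paper's 1.85. The paper's reported fold change is -9.74 for MGP, an inhibitor of calcification, -6.55 for VCAM1, a receptor that binds leukocytes, 8.28 for HMOX1, heme oxygenase 1, and 2.05 for F3, tissue factor. The linear fold changes computed here, written the same way, are -10.3 for MGP, -6.20 for VCAM1, 8.11 for HMOX1 and 2.18 for F3. Of the entries, 124 could be matched to a gene named here and 10 could not. In 123 of the matched entries the fold change here has the paper's sign, with a median absolute difference of 0.064 on the log2 scale. Of these, 103 are DEGs here (limma with Benjamini-Hochberg adjustment). The paper's p-values reach at most 3.00e-04.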

# Supplementary material for: Rab7 inhibitor enhances stem cell differentiation into keratinocyte-like cells with anti-inflammatory properties
**Source:** Front Immunol. 2025 May 26;16:1503007. doi: 10.3389/fimmu.2025.1503007
**Supplement:** Supplementary Figure 1 — Rab7 inhibition induces transcriptomic changes in ASCs. Heatmap analysis displaying the differentially expressed genes (DEGs) in ASCs following Rab7 inhibition. Samples with relatively high expression of a given gene are shown in red, while those with relatively low expression are shown in blue. Clustering of the samples is illustrated by the dendrogram on top.

**Supplementary Figure 1**

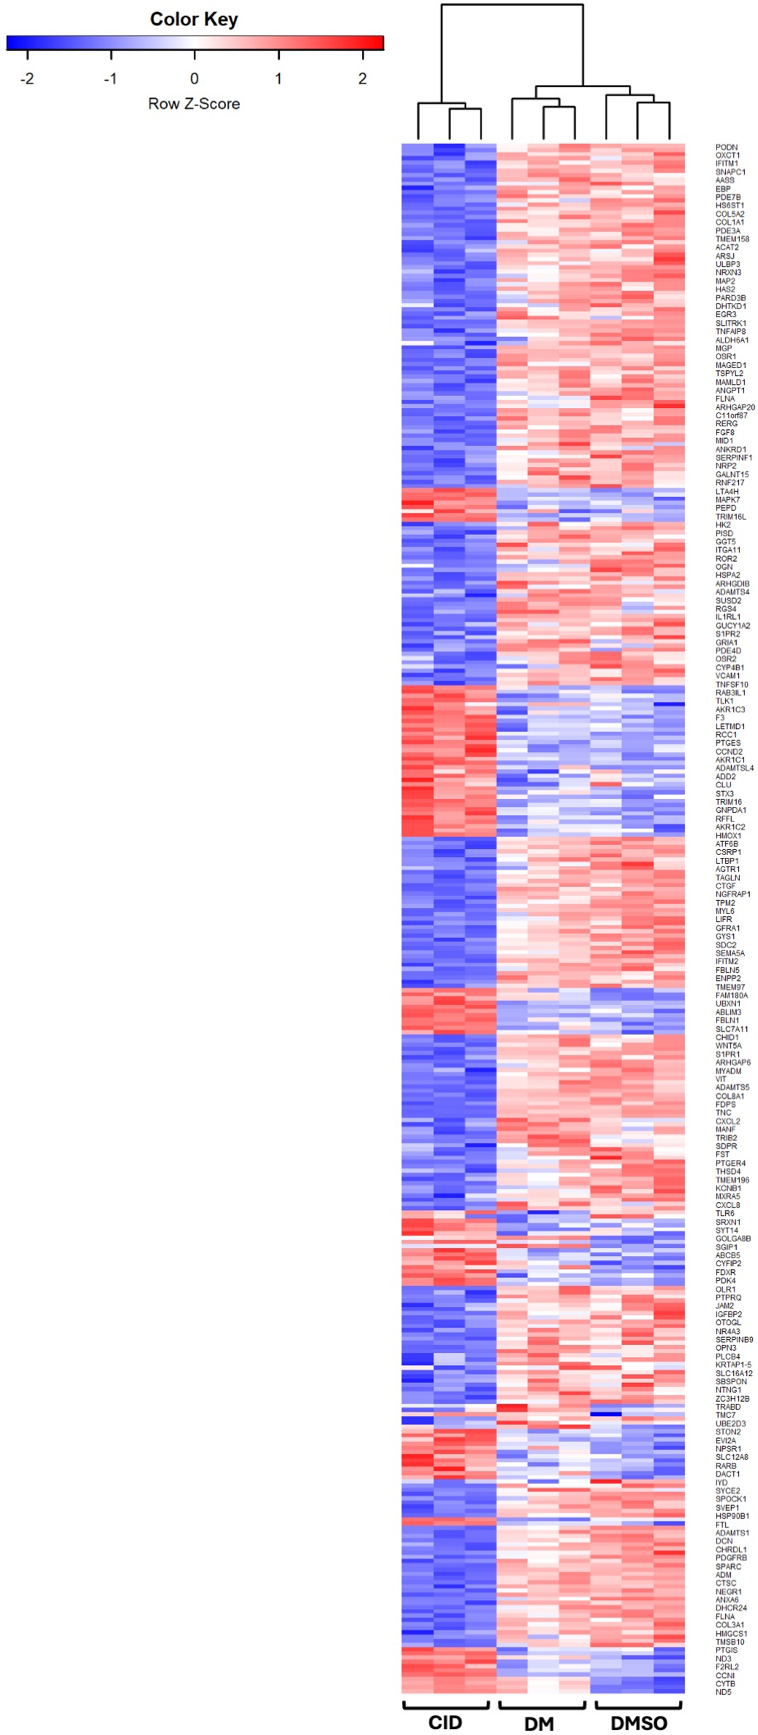

**Figure S1.** Rab7 inhibition induces transcriptomic changes in ASCs. Heatmap analysis displaying the differentially expressed genes (DEGs) in ASCs following Rab7 inhibition. Samples with relatively high expression of a given gene are shown in red, while those with relatively low expression are shown in blue. Clustering of the samples is illustrated by the dendrogram on top.

**Supplementary Figure 2**

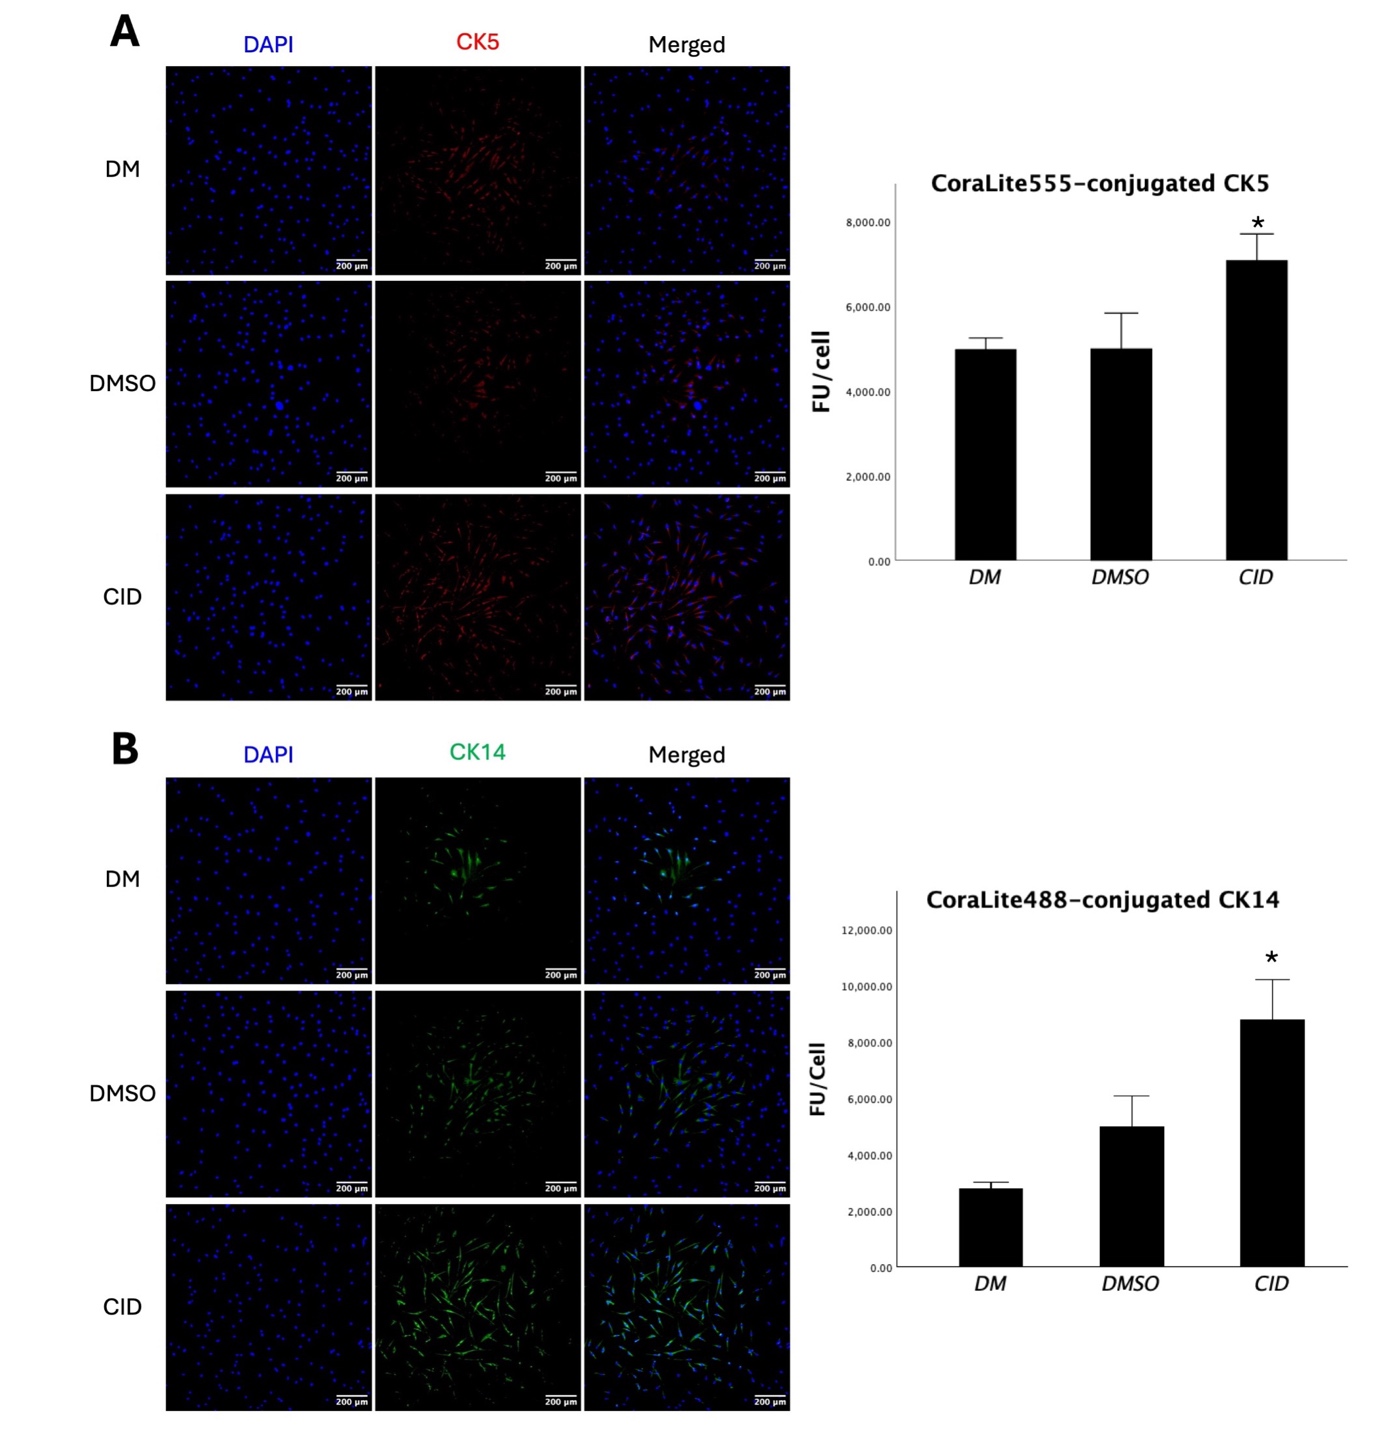

**Figure S2.** Immunofluorescence analysis was repeated using conjugated primary antibodies from a different vendor to further confirm the expression of cytokeratin 5 and 14, which are A) CoraLite®555 Cytokeratin 5 antibody (1:200, Proteintech, Cat. CL555-28506) and B) CoraLite® Plus 488 Cytokeratin 14 antibody (1:200, Proteintech, Cat. CL488-10143). Data are presented as mean fluorescence intensity unit (FU) per cell ± SD of two replicates, five fields were analysed in each replicate and p < 0.05 was considered significant. Scale bars = 200 μm. The results are consistent with previous findings, confirming the upregulation of CK5 and CK14 in response to CID.

# Supplementary material for: Rab7 inhibitor enhances stem cell differentiation into keratinocyte-like cells with anti-inflammatory properties
**Source:** Front Immunol. 2025 May 26;16:1503007. doi: 10.3389/fimmu.2025.1503007
**Supplement:** Supplementary Figure 2 — Immunofluorescence analysis was repeated using conjugated primary antibodies from a different vendor to further confirm the expression of cytokeratin 5 and 14, which are (A) CoraLite®555 Cytokeratin 5 antibody (1:200, Proteintech, Cat. CL555-28506) and (B) CoraLite® Plus 488 Cytokeratin 14 antibody (1:200, Proteintech, Cat. CL488-10143). Data are presented as mean fluorescence intensity unit (FU) per cell ± SD of two replicates, five fields were analysed in each replicate and p < 0.05 was considered significant. Scale bars = 200 μm. The results are consistent with previous findings, confirming the upregulation of CK5 and CK14 in response to CID.

**Supplementary Table 1**

Table S1. List of the differentially regulated genes

| Gene | Fold Change | P-val | Gene | Fold Change | P-val | Gene | Fold Change | P-val |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| SAA2 | -9,86 | 4,90E-08 | PTPRQ | -2,62 | 4,78E-05 | TMEM158 | -3,65 | 0,0002 |
| SAA1 | -9,11 | 7,53E-08 | ENPP2 | -2,44 | 5,06E-05 | HPD | -2,02 | 0,0002 |
| MGP | -9,74 | 1,40E-07 | AKR1C3 | 2,46 | 5,60E-05 | BHLHE41 | 2,22 | 0,0002 |
| CLEC3B | -7,19 | 1,57E-07 | KCNQ3 | 2,59 | 5,90E-05 | PDE7B | -1,93 | 0,0002 |
| TNC | -7,43 | 1,82E-07 | ITGB8 | -3,89 | 6,23E-05 | CXCL5 | -2,17 | 0,0002 |
| IL1RL1 | -6,44 | 3,39E-07 | APOD | -2,55 | 6,28E-05 | TRIM16 | 2,12 | 0,0002 |
| RERG | -4,85 | 8,54E-07 | MAMLD1 | -2,37 | 6,77E-05 | MFI2 | 1,94 | 0,0002 |
| HMOX1 | 8,28 | 1,30E-06 | CCL2 | -2,26 | 7,30E-05 | CHID1 | -2,16 | 0,0002 |
| SUSD2 | -4,33 | 2,15E-06 | DPP4 | 2,26 | 7,83E-05 | IGFBP7 | -1,96 | 0,0002 |
| XPNPEP2 | -5,24 | 2,66E-06 | ZC3H12B | -2,6 | 8,03E-05 | PRODH | -2,16 | 0,0002 |
| COL8A1 | -3,27 | 4,44E-06 | LBH | -2,6 | 8,12E-05 | FAM153B | -2,86 | 0,0002 |
| ROR2 | -3,32 | 6,01E-06 | OSR2 | -2,28 | 8,16E-05 | IFITM3 | -2,08 | 0,0002 |
| ZNF385D | -3 | 7,67E-06 | GFRA1 | -2,14 | 8,54E-05 | IGFBP2 | -2,8 | 0,0002 |
| TFPI2 | -3,72 | 7,73E-06 | EGR3 | -2,13 | 8,59E-05 | XRCC2 | -1,95 | 0,0002 |
| VCAM1 | -6,55 | 8,19E-06 | PDE1A | -3,88 | 8,64E-05 | SDPR | -2 | 0,0002 |
| CRLF1 | -2,84 | 9,68E-06 | TRIB2 | -2,23 | 8,92E-05 | LOC105377348 | -1,96 | 0,0002 |
| ROS1 | -3,02 | 1,02E-05 | MOK | -2,17 | 9,32E-05 | OPN3 | -2,58 | 0,0002 |
| CDK15 | 2,98 | 1,05E-05 | ENC1 | -3,39 | 0,0001 | PILRA | -2,15 | 0,0002 |
| SCN7A | -4,15 | 1,06E-05 | BDKRB2 | 2,48 | 0,0001 | S1PR1 | -2,18 | 0,0002 |
| VIT | -2,84 | 1,18E-05 | HSPB7 | 2,63 | 0,0001 | GPAT3 | 2,13 | 0,0002 |
| RDH10 | -3,66 | 1,22E-05 | PLCB4 | -2,2 | 0,0001 | MAOA | -3,03 | 0,0002 |
| OTOGL | -7,53 | 1,31E-05 | AKR1C2 | 2,33 | 0,0001 | ACAT2 | -2,39 | 0,0002 |
| PLP1 | -3,2 | 1,36E-05 | TMEM45A | -2,24 | 0,0001 | PLEKHG4 | -2,26 | 0,0002 |
| CXCL6 | -2,94 | 1,38E-05 | MAP2 | -2,34 | 0,0001 | PDK4 | 3,27 | 0,0002 |
| CXCL1 | -4,12 | 1,50E-05 | ENTPD1 | -3,29 | 0,0001 | LURAP1L | -1,88 | 0,0002 |
| SLITRK1 | -2,76 | 1,67E-05 | F3 | 2,05 | 0,0001 | SERPINB9 | -1,91 | 0,0003 |
| NRG1 | -3,21 | 1,72E-05 | PRKD1 | -2,11 | 0,0001 | GLIS3 | -1,94 | 0,0003 |
| MATN2 | 2,64 | 2,01E-05 | COL3A1 | -2,12 | 0,0001 | COL1A1 | -2,25 | 0,0003 |
| GLIPR1 | -2,64 | 2,44E-05 | NR4A3 | -2,47 | 0,0001 | ADAMTS9 | -2,58 | 0,0003 |
| CPM | -2,54 | 2,45E-05 | TAGLN | -2,1 | 0,0001 | ADD2 | 1,9 | 0,0003 |
| FGF7 | -2,49 | 2,45E-05 | DNAJC6 | -2,04 | 0,0001 | PCDH7 | -2,08 | 0,0003 |
| HAS2 | -2,46 | 2,73E-05 | GGT5 | -2,09 | 0,0001 | MVD | -2,13 | 0,0003 |
| RGS4 | -2,6 | 2,90E-05 | JAG1 | -2,68 | 0,0001 | TAS2R13 | 1,91 | 0,0003 |
| FDPS | -2,54 | 3,05E-05 | MAMDC2 | -2,21 | 0,0001 | PTGIS | 2,33 | 0,0003 |
| SPARCL1 | -2,87 | 3,61E-05 | GRIA1 | -2,12 | 0,0001 | TNFRSF11B | -1,9 | 0,0003 |
| PLIN2 | 2,47 | 3,80E-05 | NEGR1 | -2,13 | 0,0001 | GUCY1A2 | -3,3 | 0,0003 |
| PRG4 | -3,84 | 3,89E-05 | PDE4D | -2,2 | 0,0001 | PIK3R3 | -2,3 | 0,0003 |
| PID1 | -2,39 | 3,94E-05 | ARHGDIB | -2,12 | 0,0001 | OSGIN1 | 2,04 | 0,0003 |
| TRIM16L | 2,31 | 3,98E-05 | AKR1C1 | 2,72 | 0,0001 | TMEM196 | -2,04 | 0,0003 |
| PLXNA4 | -2,8 | 4,22E-05 | ZNF385D | 2,02 | 0,0002 | ADAMTS1 | -1,85 | 0,0003 |
| ABCC2 | -2,38 | 4,29E-05 | ARL4C | 2,17 | 0,0002 | GRAMD4 | 1,99 | 0,0003 |
| C11orf87 | -3,06 | 4,29E-05 | TNFSF10 | -3,54 | 0,0002 | WNT5A | -1,99 | 0,0003 |
| ADM | -2,35 | 4,40E-05 | C8orf34 | -2,12 | 0,0002 | SLC12A8 | 2,25 | 0,0003 |
| CXCL8 | -2,59 | 4,55E-05 | MANF | -2,21 | 0,0002 | TLR6 | 2,1 | 0,0003 |
| PLPPR4 | -2,29 | 4,78E-05 | PDE3A | -2,25 | 0,0002 |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

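Gene expression was measured with Clariom S Human arrays in ASCs of the telomerase-immortalized line ASC52telo after 10 days with DM, with DM and 0.1% DMSO, or with DM and 40 μM CID, with 3 arrays per group. The authors scanned the arrays and made 1 value per probe set with RMA in Transcriptome Analysis Console, and the deposited values are on the log2 scale. The version of that program, and whether plain RMA or its signal space variant was used, are not given in the sources used here, and neither background correction nor summarisation of probes could be repeated from these values. No column of per-sample values was left unused. The paper's predictions with iPathwayGuide are a separate step and were not analysed here. Its statistics section names an independent samples t-test among other tests, without naming the arrays, and that test, called the methods' t-test here, serves only as an alternative.

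From these values, group means of DM, DMSO and CID were fitted in limma version 3.58.1 (R version 4.3.3, statmod 1.5.0) over all 9 arrays in 1 model with 6 residual degrees of freedom, so that the groups share 1 estimate of the spread. The comparisons were CID against DM, CID against DMSO, DMSO against DM, and CID against the mean of DM and DMSO. A DEG is a probe set at an adjusted p under 0.05 (eBayes, Benjamini-Hochberg over all 21448 probe sets) with a linear fold change of at least 1.5, which is the second of the fold thresholds that the methods give. Each array's median and the correlations of arrays are given with the data, and the number of arrays limits the precision. Gene names come from the platform annotation, which can be old. A gene with several probe sets is given by the one with the highest mean over the 9 arrays. COL3A1, PIK3R3, PTH and TP63 are not named here, and a further item is not reported here.

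The comparisons, the tests, 49 gene lists, the alternatives and the rule for named genes were fixed before the data were examined, although the fold changes of Supplementary Table 1 had been seen. Those come from the same arrays, so that no test of a list for CID is independent of them. The rule names the 12 highest and the 12 lowest DEGs of CID against DM whose CID arrays all lie on 1 side of all DM arrays, the 5 highest and lowest for the other comparisons, up to 4 DEGs of the largest change in each list, every gene that the paper names in its results, Figures 4 and 5 or its tables of primers and antibodies, and RAB7A. Not every gene that the rule takes is printed. Genes named outside this rule are marked where they stand. The lists named after KEGG pathways were written from memory, and lists that follow the paper's own choices are marked where their counts are given. The 43 lists with at least 5 measured members that are not the paper's own sets of genes were tested with camera at the preset correlation of 0.01 and with an estimated correlation, with fry, and for over-representation of DEGs among all named genes with a one-sided Fisher's exact test, each adjusted over the 43 lists. For CID against DM, 19 lists passed camera (6 higher and 13 lower), 3 passed with an estimated correlation and 20 passed the test of over-representation. Lists share members, so that these results are not separate from each other.

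The fit was tested on simulated data made from the values of all 21448 probe sets, with 100 genes changed 2-fold and 100 changed 4-fold. For CID against DM it recovered 93% of the 2-fold and 100% of the 4-fold changes, with 9 false calls. For CID against DMSO it recovered 94% and 100%, with 15 false calls, and for DMSO against DM 92% and 100%, with 9 false calls. Lists were simulated for CID against DM only. Of 40 such lists, the 2 that had been shifted were recovered and 0 others were called. Their genes were drawn independently, so that correlation between the genes of a list was not simulated. PCA used the centred, unscaled log2 values of all probe sets. Figures were drawn with matplotlib version 3.10.9. The alternatives were only the arrays of the groups compared, other fold and p thresholds, a filter on the dimmest 33.3% of probe sets (mean log2 value below 5.40), a trended and robust variance prior, quantile normalization applied again, cyclic loess, median centring, array weights, a replicate block, the methods' t-test, other correlations, tests and backgrounds for the lists, other probe sets and scalings for the PCA, and leaving out each array in turn. The qPCR, protein array and staining data of the paper were not analysed here.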

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

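The tests of the DMSO vehicle as the source of the matrix, cholesterol and chemokine patterns, both chemokine tests included, were chosen after the results were seen, while those of the normalization, of single arrays and of other splits of the arrays were planned. CID against DMSO, a comparison that the paper does not report, gave 517 DEGs, with 304 without CID 1, 341 without CID 2, 264 without CID 3, 287 without DMSO 2 and 266 without DMSO 3. The 10 splits of 6 arrays are too few to test chance, and only 1 split, the real one, gave as many DEGs. The real split gave 289 against a highest of 0 in the others for CID against DM, 517 against 0 for CID against DMSO, and 1 against 0 for DMSO against DM. Of the 84 splits of all 9 arrays into 3 and 6, only 1, that of CID against DM and DMSO together, gave as many as its 516 DEGs in a fit of 2 groups, and the highest of the others was 1. This argues against a chance division of these arrays. It does not test a chance difference between the cultures behind the groups, since the 3 samples of a group may be technical.

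The following gene groups passed camera for CID against DM, in lists written after the fold changes of Supplementary Table 1 had been seen. The paper reports no array result for them as groups, although it discusses NF-kB, PPARG, mesenchymal markers and single collagens. NF-kB target genes (median -0.073) also passed with an estimated correlation (adjusted p = 0.0321), though not against DMSO (adjusted p = 0.0562). The median was 0.23 for NRF2 target genes, which answer oxidative stress (camera adjusted p = 5.14e-06, and adjusted p = 0.246 with an estimated correlation). It was 0.23 for PPAR target genes and lipid storage (camera adjusted p = 1.09e-04, and adjusted p = 0.0622 with an estimated correlation) and -0.18 for fibrillar and other collagens (camera adjusted p = 5.41e-05, and adjusted p = 0.141 with an estimated correlation). Mesenchymal and adipose stem cell markers had -0.20 (camera adjusted p = 1.81e-05, and adjusted p = 0.0622 with an estimated correlation), with 3 of 31 lower and 1 higher, and against DMSO they passed with an estimated correlation (adjusted p = 0.0487). These markers were themselves higher with DMSO than with DM (median 0.13, camera adjusted p = 0.0176, and adjusted p = 0.292 with an estimated correlation). Contractile and myofibroblast genes had -0.29 (camera adjusted p = 9.23e-09, and adjusted p = 0.105 with an estimated correlation). Genes of the unfolded protein response and ER chaperones had -0.19 (camera adjusted p = 5.70e-06, and adjusted p = 0.0846 with an estimated correlation).

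Extracellular matrix genes were lower with CID, at a median log2 fold change of -0.42 against DM, and passed with an estimated correlation against DM (adjusted p = 0.0389) and DMSO (adjusted p = 0.0222). Against differences between arrays left after RMA as the cause, the median nearest to 0 under cyclic loess or median centring was -0.395 (SE 0.067). Both were run on values that RMA had already brought to 1 distribution, so that RMA's own normalization was not tested. Against a single array, the median nearest to 0 with 1 array left out was -0.386. Against DMSO at 0.1%, the list's median for DMSO against DM was 0.118 (SE 0.051), in the other direction. The median for CID against DMSO was -0.572 (SE 0.046). The DMSO share of the CID wells is not stated, so that another share was not tested. A response of the matrix genes to CID may account for the pattern, as a hypothesis found and tested on the same arrays, and effects of CID other than on Rab7 stay open.

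Genes of cholesterol synthesis, the targets of SREBP2, were lower with CID, at a median log2 fold change of -0.59 over 25 genes, of which 7 fell and 0 rose in limma (13 lower when adjusted over the list alone, and 18 lower and 0 higher at an unadjusted p under 0.05; camera adjusted p = 1.35e-12, and adjusted p = 0.142 with an estimated correlation). FDPS, an enzyme of isoprenoid synthesis, had -1.46 (adjusted p = 0.00424 from limma with Benjamini-Hochberg adjustment), and HMGCS1, an early enzyme of the pathway, had -1.34 (adjusted p = 0.0169), a call that was lost without DM 1 or DM 2 (highest adjusted p = 0.0777). The median nearest to 0 was -0.565 under cyclic loess or median centring and -0.510 with 1 array left out (SE 0.12). These values argue against differences between arrays left after RMA, and against a single array, as the cause. RMA had already brought the arrays to 1 distribution, so that its own normalization was not tested. Against DMSO at 0.1% as the whole cause, the list lay as low against DMSO itself, at a median of -0.580 (SE 0.17). In that comparison 11 of 25 genes were lower, 12 when adjusted over the list alone (camera adjusted p = 5.82e-12, and adjusted p = 0.198 with an estimated correlation). The DMSO share of the CID wells is not stated, so that another share was not tested. The median for DMSO against DM was 0.00667, and its SE of 0.15 leaves a part from the vehicle open. A response to CID may account for the rest, which is a hypothesis found and tested on the same arrays.

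The 7 chemokine ligands that fell with CID lay further below DM (median log2 fold change -1.18) than below DMSO (-0.70). Against 1 DM array as the cause, the median nearest to 0 without each DM array was -1.24 (SE 0.11), and against a vehicle effect on chemokine ligands in general, the median for DMSO against DM over the 20 ligands outside the dimmest 33.3% was 0.01 (SE 0.047). The 7 ligands themselves were all lower with DMSO than with DM, with a median of -0.573 (SE 0.15), but this is by arithmetic the gap between the 2 comparisons and so repeats the observation, on ligands chosen for their fall against the same DM arrays. None of the 7 was a DEG for DMSO against DM, while 1 of the 39 measured ligands was lower when adjusted over the list alone. The 208 genes that fell with CID against DM had a median of 0.033 for DMSO against DM. The 7 ligands lay at percentile 0 of 10000 random sets of such genes. Over the 208 genes as a whole, a fall against the same DM arrays thus did not go with lower values with DMSO. The ligands were examined as a group after the gap was seen, so that the percentile repeats the gap and does not decide its source. Whether the vehicle lowered the ligands cannot be told on these arrays.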

How the results depend on the processing

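All alternatives here were planned. Some settings moved counts of DEGs by more than 1.5 times, and the cause was not tested beyond the fewer probe sets or arrays that a stricter threshold or an omitted array leaves. In the order CID against DM (289), CID against DMSO (517), DMSO against DM (1) and CID against DM and DMSO (523), the counts were 40, 53, 0 and 49 at an absolute log2 fold change of at least 1.5, 26, 30, 0 and 41 with the treat test against a fold of 1.5, and 2, 21, 0 and 268 by the methods' t-test after Benjamini-Hochberg. Without the dimmest 33.3% of probe sets they stayed within 1.5 times, at 393, 608, 1 and 547. At an adjusted p under 0.01 they were 93 for CID against DM, 206 against DMSO and 276 against both. With a trended and robust prior, CID against DM gave 476, all 289 DEGs among them, and DMSO against DM gave 5. The methods' t-test at an unadjusted p under 0.05 gave 570 for CID against DM and 131 for DMSO against DM. Only the arrays compared gave 230 for CID against DM, within 1.5 times and 209 of them among the 289, and 0 for DMSO against DM, where limma's unadjusted count over all arrays was 1496 (about 1072 by chance), a setting that is no separate one for CID against both. Without each array in turn the counts ranged over 137 to 224, 264 to 405, 0 to 1 and 318 to 514 in the same order, with the last at 318 without CID 1 and 341 without CID 3. Quantile normalization again, cyclic loess, median centring and array weights gave 301, 290, 284 and 310 for CID against DM, within 1.5 times. The replicate numbers were not shown to pair the arrays over all groups. Correlations of deviations ran from -0.0519 to 0.0684 for 9 pairs of the same number, 0 of 9 over 0.1. In both other groups at once, 1 of 9 arrays correlated best with its own number. Between CID and DMSO, however, pairs of the same number had 0.0684, 0.0650 and 0.0679. The other pairs of CID and DMSO all had negative values, from -0.0486 to -0.0169, so that a weak pairing of these groups stays open. With a replicate block the counts were 275, 507, 0 and 533, 226 of the first among the 289, with 20 lists by camera and 21 by over-representation. Camera's 19 lists became 3 with an estimated correlation, 38 by fry's mixed test, 23 without the dimmest 33.3% and 17 to 20 without each array, and the 20 lists by over-representation became 18 and 9 to 17 (13 without DM 1 and 9 without CID 3). Fry's test of a shift in 1 direction, which does not compare a list with other genes, passed some lists that camera did not. Its adjusted p for CID against DM was 0.0375 for chemokine signalling and 0.00922 for viral protein interaction. It was 0.0118 for the cytokine receptor list, 0.0118 for interleukin 17, 0.00263 for TNF signalling and 0.0940 for AGE-RAGE. The paper picked these pathways on these arrays, so that these values are not independent evidence. PC1 held 49.5% over the 1000 probe sets of largest variance, 20.6% with scaled probe sets and 34.8% without the dimmest 33.3%. Over those 1000 probe sets PC2 held 11.3%, PC3 8.84%, and the DM to DMSO distance was 1.08 times that within groups. Without each array, PC1 held 26.7 to 31.3%, PC2 14.0 to 16.4%, PC3 11.9 to 13.6% and the ratio of distances was 1.02 to 1.06. The log2 fold change of CID changed sign against DMSO for SGIP1 (0.53), MAPK8 (0.14), GAPDH (0.0033), ARSL (0.12), IL32 (0.41), AP2B1 (-0.027), AP2A2 (-0.073) and IL17A (-0.06). It changed sign without 1 array for EGF (-0.26 to 0.0033), PPARG (-0.23 to 0.017), ARSL (-0.21 to 0.085), IL32 (-0.25 to 0.21), IL13 (-0.065 to 0.14) and IL1A (-0.022 to 0.39), and with array weights for IL32 (0.018). Of these genes SGIP1 alone was a DEG against DM. Of the 90 genes named, 90 kept direction and side of the threshold under cyclic loess, 90 under median centring, 88 with array weights, 84 with only the arrays compared, 85 with the block and 73 against DMSO. Only the 6 arrays and the block give the same fold changes by construction. Probe sets near the lowest values of the arrays limit what can be seen of dim genes.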

Differences from the paper's values

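At the paper's stated thresholds, an adjusted p (FDR) of 0.05 and a fold change of 1.5, the paper's count is 134 DEGs and the count here is 289. The paper's count of downregulated genes is 107, against 208 here, and that of upregulated genes is 27, against 81 here. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's at an adjusted p under 0.01 (93) and without DM 1 (142), DM 3 (178), CID 1 (137), CID 2 (154) or CID 3 (154). The downregulated count did so under the same settings (80, 102, 133, 112, 124 and 111). The upregulated count did so without DM 1 (40), CID 1 (25) and CID 2 (30), and not under any other alternative.

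Fold changes are said to differ where their signs differ, or where their sizes lie further apart on the log2 scale than a set SD. That SD is of the difference between a single CID and a single DM array, from the added variances of both groups. It was 0.174 for SUSD2, 0.167 for SLITRK1 and 0.487 for ZNF385D, and it is wider than the SD of replicates within a group. For SUSD2, the paper's linear fold change in Supplementary Table 1 is -4.33 and the value here is -3.62, and every alternative computed for it also differs. For SLITRK1, the paper's value is -2.76 and the value here -3.12, with no difference beyond that SD under median centring (-3.08) or at the leave-one-out value nearest to 0 (-3.00), while cyclic loess, array weights and the leave-one-out value farthest from 0 differ. ZNF385D is listed by the paper with 2 values, -3 and 2.02, and the value here, -3.12, differs from 2.02 under every alternative computed and not from -3. These 3 genes were named after their values were seen, because they differ from the table.

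Of the table's entries matched here, 103 are DEGs with the paper's sign and 21 are not, 1 of them the ZNF385D entry of 2.02. The other 20 genes had an adjusted p of 0.0513 to 0.149 in limma with Benjamini-Hochberg adjustment. Among them, 17 were DEGs with a trended and robust prior, 15 by the methods' t-test at an unadjusted p under 0.05, 13 with a replicate block, 10 without the dimmest 33.3% of probe sets, 4 with only the arrays compared, 3 with array weights, 3 without DM 2, 2 with quantile normalization again, and 1 each with cyclic loess, without DM 3 and without CID 2. PLCB4, a phospholipase of the paper's pathways with the paper's fold change of -2.2, had a log2 fold change of -1.11 (adjusted p = 0.0562) and was called without the dimmest 33.3%, with a trended and robust prior, array weights or a block, and by the methods' t-test at an unadjusted p. Of the 266 named DEGs here, 163 are not in the table. The paper states that EHMT2 was differentially expressed, while its adjusted p here was 0.257 and no alternative called it.

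Figure 5A and the table are on different stated scales. The bars of Fig. 5A are labelled as log2 fold changes but have the sizes of the linear fold changes of the table, such as the paper's 8.28 for HMOX1, for which the linear fold change here is 8.11 and the log2 fold change 3.02. The vertical axis of Fig. 3B is titled as an FDR p-value, while the table's p-values reach at most the paper's 3.00e-04. The table does not state whether they are adjusted. Adjusted p-values cut at 0.05 would be expected to come nearer to 0.05 over 134 entries, so that this highest value argues against adjustment. For HMOX1, the paper's p-value is 1.30e-06, and limma here gave an unadjusted p of 2.42e-06 and an adjusted p of 0.00192.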

Other observations

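In further gene lists few members passed limma's test for CID against DM. The first 5 lists below passed camera, and none of the 5 with an estimated correlation. TAGLN, an actin-binding protein of smooth muscle, fell (log2 fold change -1.09, adjusted p = 0.00638 from limma with Benjamini-Hochberg adjustment) with 5 of 32 contractile and myofibroblast genes, and 0 rose (6 lower when adjusted over the list alone, and 16 lower and 1 higher at an unadjusted p under 0.05; median -0.29, camera adjusted p = 9.23e-09, and adjusted p = 0.105 with an estimated correlation). IFITM3, a membrane protein that blocks virus entry, fell (-0.99, adjusted p = 0.00151) with 3 of 44 interferon-stimulated genes, and 0 rose (7 lower when adjusted over the list alone, and 12 lower and 1 higher at an unadjusted p under 0.05; median -0.14, camera adjusted p = 1.15e-04, and adjusted p = 0.0540 with an estimated correlation). PDIA4, a disulfide isomerase of the ER, fell (-0.90, adjusted p = 0.00702) with 3 of 28 genes of the unfolded protein response, and 0 rose (4 lower when adjusted over the list alone, and 10 lower and 0 higher at an unadjusted p under 0.05; median -0.19, camera adjusted p = 5.70e-06, and adjusted p = 0.0846 with an estimated correlation). ADM, the vasodilator peptide adrenomedullin, fell (-1.24, adjusted p = 0.00322) with 2 of 26 hypoxia genes, and 0 rose (3 lower when adjusted over the list alone, and 8 lower and 0 higher at an unadjusted p under 0.05; median -0.13, camera adjusted p = 0.00357, and adjusted p = 0.0622 with an estimated correlation). Of 34 immediate-early genes 3 fell and 0 rose (4 lower when adjusted over the list alone, and 10 lower and 1 higher at an unadjusted p under 0.05; median -0.19, camera adjusted p = 1.09e-04, and adjusted p = 0.0846 with an estimated correlation). Against DMSO, the immediate-early list did not pass camera (adjusted p = 0.0544), while the interferon list, with 8 lower, also passed with an estimated correlation (adjusted p = 0.0189). The interferon list was itself higher with DMSO than with DM (median 0.10, camera adjusted p = 0.00848, and adjusted p = 0.209 with an estimated correlation).

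NRG1, a ligand of ERBB receptors, had a log2 fold change of -1.64 (adjusted p = 0.0173 from limma with Benjamini-Hochberg adjustment) and belongs, with FGF7, to the 2 of 18 paracrine factors for keratinocytes that fell, while 0 rose (4 lower when adjusted over the list alone, and 6 lower and 0 higher at an unadjusted p under 0.05; median -0.20, camera adjusted p = 0.00156, and adjusted p = 0.0937 with an estimated correlation). The NRG1 call was lost without DM 1, DM 2, CID 1 or CID 3 (highest adjusted p = 0.0720). Of 43 lysosome and autophagy genes of the CLEAR network 2 rose, SQSTM1 among them, and 0 fell (1 lower and 3 higher when adjusted over the list alone, and 1 lower and 12 higher at an unadjusted p under 0.05; median 0.11, camera adjusted p = 0.00979, and adjusted p = 0.193 with an estimated correlation). Of 48 genes of Rab7 and the late endosome machinery 1 fell and 0 rose (1 lower when adjusted over the list alone, and 1 lower and 9 higher at an unadjusted p under 0.05; median 0.075, camera adjusted p = 0.0341, and adjusted p = 0.141 with an estimated correlation). The Rab7 list did not pass against DMSO (median 0.03, camera adjusted p = 0.902) and was higher with DMSO than with DM (median 0.092, camera adjusted p = 0.0191, and adjusted p = 0.209 with an estimated correlation). Ribosomal protein genes had a median of 0.20 (camera adjusted p = 9.23e-09, and adjusted p = 0.246 with an estimated correlation), with 0 lower and 0 higher of 44 in limma and 0 lower and 11 higher at an unadjusted p under 0.05. Of 21 glucocorticoid target genes 3 rose, PDK4 and ANGPTL4 among them, and 1 fell, but 5 were lower and 3 higher when adjusted over the list alone, and 8 lower and 4 higher at an unadjusted p under 0.05. The median of that list was -0.26, with no call by camera (adjusted p = 0.142), and DEGs were over-represented in it (one-sided Fisher's exact test, adjusted p = 0.00105).

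In the remaining lists, the numbers that fell and rose with CID against DM were for acute phase genes 1 and 0 of 20, SAA1 being the one, for the Wnt pathway 2 and 0 of 42, ROR2 among them, for the Notch pathway 2 and 0 of 26, JAG1 among them, for BMP targets 1 and 0 of 21, for retinoic acid targets 1 and 1 of 15, RARB being the one that rose, and for heat shock and metallothionein genes 1 and 0 of 26. Adjusted over the list alone they were, in the same order, 2 and 0, 3 and 0, 2 and 0, 2 and 0, 1 and 1 and then 1 and 1. DEGs were over-represented among retinoic acid targets (one-sided Fisher's exact test, adjusted p = 0.0447), and the heat shock list was higher by camera (median 0.085, adjusted p = 0.0396, and adjusted p = 0.455 with an estimated correlation). In limma, 0 genes fell or rose among genes of fatty acid synthesis (16 genes, 4 lower and 1 higher at an unadjusted p under 0.05), ATF4 targets (33 genes, 5 lower and 3 higher at an unadjusted p under 0.05), aryl hydrocarbon receptor targets (10 genes, 2 lower and 0 higher at an unadjusted p under 0.05), p53 targets (22 genes, 3 lower and 1 higher at an unadjusted p under 0.05) and general epithelial markers (34 genes, 3 lower and 1 higher at an unadjusted p under 0.05). The methods' t-test after Benjamini-Hochberg adjustment gave 0 as well, but it called almost no genes in any list. With a trended and robust prior the numbers called were, in the same order, 2, 1, 0, 0 and 1, as they were by that t-test at an unadjusted p. The markers of other cell types also had 0 DEGs in limma and by the adjusted t-test, among adipocytes (10 genes, 0 lower and 2 higher at an unadjusted p under 0.05), endothelial cells (13 genes, 1 lower and 0 higher at an unadjusted p under 0.05), leukocytes and macrophages (13 genes, 0 lower and 0 higher at an unadjusted p under 0.05) and melanocytes and Schwann cells (9 genes, 2 lower and 1 higher at an unadjusted p under 0.05). The trended and robust prior called 1 adipocyte marker. The t-test at an unadjusted p called 1 adipocyte marker and 1 marker of melanocytes and Schwann cells. Adjusted over the list alone, 2 genes of fatty acid synthesis were lower, and 1 ATF4 target, 1 adipocyte marker and 1 marker of melanocytes and Schwann cells were higher.

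The paper measures keratinocyte and secreted proteins by staining and a protein array, and the mRNA of vimentin, CK5, CK14 and filaggrin also by qPCR. None of these data were analysed here, and the arrays of the present work give the mRNA of the genes. By qPCR the paper reports lower vimentin, CK5 and CK14 and higher filaggrin with CID. VIM, which encodes vimentin of the mesenchymal cytoskeleton, had a log2 fold change for CID against DM of -0.063 (adjusted p = 0.856 from limma with Benjamini-Hochberg adjustment). The keratins of basal keratinocytes KRT5 and KRT14 (CK5 and CK14) had -0.34 (adjusted p = 0.497) and 0.23 (adjusted p = 0.689), and FLG, filaggrin of the cornified layer, had 0.37 (adjusted p = 0.405). The array changes of these mRNAs did not pass the test, and that of KRT14 had the opposite sign to the paper's qPCR. IL1A, IL17A and IL32, which encode inflammatory cytokines, had 0.14 (adjusted p = 0.839), 0.34 (adjusted p = 0.391) and -0.03 (adjusted p = 0.972), and EGF, the epidermal growth factor, had -0.16 (adjusted p = 0.784), none of which passed the test. Among basal keratinocyte markers (16 genes, 1 lower and 1 higher at an unadjusted p under 0.05) and suprabasal and cornified markers (47 genes, 3 lower and 2 higher at an unadjusted p under 0.05), limma gave 0 genes that fell or rose. A trended and robust prior and the methods' t-test at an unadjusted p gave 0 for each list. That t-test after Benjamini-Hochberg adjustment gave 0 as well, but it called almost no genes in any list. Of the genes of the paper's own sets, which were picked on these arrays or are its own measures and are not independent evidence, 6 fell and 1 rose among 11 measured by qPCR, 1 and 0 among 8 measured as protein, and 11 and 1 among 13 named for its pathways. Mitochondrially encoded genes, a list with 0 measured members, could not be tested.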
